# Potential key genes involved in metabolic resistance to malathion in the southern house mosquito, *Culex quinquefasciatus*, and functional validation of *CYP325BC1* and *CYP9M12* as candidate genes using RNA interference

**DOI:** 10.1186/s12864-023-09241-4

**Published:** 2023-03-29

**Authors:** Xinyue Huang, Phillip E. Kaufman, Giridhar N. Athrey, Chris Fredregill, Christina Alvarez, Vinaya Shetty, Michel A. Slotman

**Keywords:** Metabolic resistance, *Culex quinquefasciatus*, Malathion, Cytochrome P450, Transcriptome, RNA interference

## Abstract

**Background:**

Metabolic detoxification is one of the major mechanisms contributing to the development of resistance in mosquitoes, including the southern house mosquito, *Culex quinquefasciatus*. The three major detoxification supergene families, cytochrome P450s, glutathione S-transferases and general esterases, have been demonstrated to play an important role in metabolic resistance. In this study, we performed differential gene expression analysis based on high-throughput transcriptome sequencing on samples from four experimental groups to give insight into key genes involved in metabolic resistance to malathion in *Cx. quinquefasciatus*. We conducted a whole transcriptome analysis of field captured wild *Cx. quinquefasciatus* from Harris County (WI), Texas and a malathion susceptible laboratory-maintained Sebring colony (CO) to investigate metabolic insecticide resistance. Field captured mosquitoes were also phenotypically classified into the malathion resistant and malathion susceptible groups following a mortality response measure conducted using a Centers for Disease Control and Prevention (CDC) bottle assay. The live (MR) and dead (MS) specimens from the bottle assay, along with an unselected WI sample and a CO sample were processed for total RNA extraction and subjected to whole-transcriptome sequencing.

**Results:**

We demonstrated that the genes coding for detoxification enzymes, particularly cytochrome P450s, were highly up-regulated in the MR group compared to the MS group with similar up-regulation observed in the WI group compared to the CO group. A total of 1,438 genes were differentially expressed in comparison between MR and MS group, including 614 up-regulated genes and 824 down-regulated genes. Additionally, 1,871 genes were differentially expressed in comparison between WI and CO group, including 1,083 up-regulated genes and 788 down-regulated genes. Further analysis on differentially expressed genes from three major detoxification supergene families in both comparisons resulted in 16 detoxification genes as candidates potentially associated with metabolic resistance to malathion. Knockdown of *CYP325BC1* and *CYP9M12* using RNA interference on the laboratory-maintained Sebring strain significantly increased the mortality of *Cx. quinquefasciatus* after exposure to malathion.

**Conclusion:**

We generated substantial transcriptomic evidence on metabolic detoxification of malathion in *Cx. quinquefasciatus*. We also validated the functional roles of two candidate P450 genes identified through DGE analysis. Our results are the first to demonstrate that knockdown of *CYP325BC1* and *CYP9M12* both significantly increased malathion susceptibility in *Cx. quinquefasciatus*, indicating involvement of these two genes in metabolic resistance to malathion.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09241-4.

## Background

*Culex quinquefasciatus* currently occurs throughout tropical and temperate regions between 42° N to 42° S [1], is a principal vector of several arboviruses, such as West Nile virus, Japanese encephalitis virus, St. Louis encephalitis virus and Rift Valley fever virus, and is a vector of many filarial parasites [2]. This species acts as a critical bridge vector that can utilize a variety of birds and mammals as hosts, and links reservoir or amplifier hosts to humans in urban, suburban, and rural areas [2]. Due to its ecological plasticity and high reproductive potential, *Cx. quinquefasciatus* rapidly adapts to new areas. The successful establishment of this invasive species is accompanied by increased risk of introduction of pathogens and therefore it continues to be of wide concern [3].

Insecticide-based vector management remains one of the most important strategies to prevent and control the transmission of mosquito-borne diseases. However, the rapid spread of insecticide resistance worldwide in different mosquito species, including *Cx. quinquefasciatus*, has become a threat to successes achieved in disease prevention [4]. Malathion is a widely-used organophosphate mosquito adulticide and is applied through ground-based ultra-low volume applications by Harris County Public Health (HCPH) in areas with known West Nile virus activity [5]. Previous studies demonstrated that *Cx. quinquefasciatus* populations from the Houston, Texas area have a high frequency of resistant individuals with a broad distribution and high levels of resistance to malathion within these resistant individuals [6].

The two major mechanisms for insecticide resistance are target site insensitivity and metabolic resistance. There are a limited number of target sites for neurotoxic insecticides, including the voltage-gated sodium channels (VGSC, or Na_v_ channels), the acetylcholinesterase (AChE1) and the γ-aminobutyric acid receptor (GABA receptor) [7]. Alteration on these target sites can result in resistance to insecticides, including the well-known knockdown resistance (*kdr*) to dichlorodiphenyltrichloroethane (DDT) and pyrethroids. Metabolic resistance, also known as metabolic or enzymatic detoxification, contributes to resistance expression for multiple insecticides. Overproduction of detoxification enzymes usually involves complex expression and regulation of diverse genes and is therefore less tractable than target site modifications [8]. Overexpression of detoxification genes is triggered by several mechanisms, such as copy number variation [9], or regulation of detoxification genes by cis- and trans-regulatory elements [10]. Three major detoxification supergene families, cytochrome P450s, glutathione S-transferases (GSTs), and general esterases, are associated with metabolic resistance in a variety of mosquito species including *Cx. quinquefasciatus* [11].

Associations between permethrin resistance and overexpression of cytochrome P450 genes, such as *CYP9M10*, has been widely reported in *Cx. quinquefasciatus* [12] and validated by multiple methods, including metabolism assays [13] and gene silencing through the TALEN and CRISPR/Cas9 technologies [14]. Previous copy number variation analysis on *Cx. quinquefasciatus* detected an increased copy number of six GST genes in malathion resistant individuals compared to susceptible individuals [15]. More specifically, one of these GST genes, CPIJ018630 (*GSTE2*), showed evidence of amplification from CoNIFER (Copy Number Inference From Exome Reads) results. Increased esterase activity was reported together with observation of amplified esterases Estβ1 and Estα2Estβ2. Mosquitoes with the amplified esterases showed high resistance to organophosphates, with local selection effects determined by insecticide use, indicating the important role of metabolic detoxification in the evolution of malathion resistance within *Cx. quinquefasciatus* populations in Harris County, Texas [6].

The development of next-generation sequencing (NGS) techniques, including RNA-Seq, has become a reliable and cost-effective tool for analysis of gene expression patterns [16]. High sensitivity makes RNA-Seq an ideal technique for comparing expression profiles between different experimental groups and detecting expression levels of specific transcripts [17]. RNA interference (RNAi) is a powerful tool utilized to study gene function in a variety of organisms through exogenous introduction of double-stranded RNA (dsRNA) sequences matching a target gene [18]. RNAi can suppress the expression of a targeted gene through inducing sequence-specific degradation of mRNA and avoid changing the genome of studied organisms.

In this study, we compared gene expression patterns, particularly from three major detoxification supergene families, between malathion resistant and malathion susceptible *Cx. quinquefasciatus* selected using the CDC standard bottle assay. Because exposure to insecticides might increase expression of detoxification genes [19], we also compared our bottle-assay subjects to parental field collected *Cx. quinquefasciatus* that were not exposed to malathion and a laboratory-maintained malathion susceptible strain to explore constitutive-overexpression of malathion resistance-related genes. We identified the most promising candidate genes associated with metabolic detoxification of malathion, and further validated the functional role of two candidate P450 genes, *CYP325BC1* and *CYP9M12*.

## Results

### Transcriptome profiling and differential gene expression analysis

We generated more than 9.54 billion 100-bp cDNA reads across four experimental groups. The number of raw reads was 2,440,769,782 in WI group, 2,402,539,764 in CO group, 2,356,391,146 in MR group, and 2,340,606,486 in MS group. After quality filtering using TrimGalore, more than 75% of reads were successfully mapped to the *Cx. quinquefasciatus* genome (version: CpipJ2.4) from Vectorbase, including 86.97% reads in the WI group, 82.10% reads in the CO group, 81.32% reads in the MR group and 78.86% reads in the MS group (Table 1). Overall, the sequenced reads were assembled into a total of 19,016 genes. 

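Transcriptome data were collected from 20 libraries, 5 for each of the 4 experimental groups, and each library was made from a pool of 10 females. The WI group was reared from field-collected eggs and was never exposed to insecticide, and the CO group came from the Sebring colony, a laboratory strain that is susceptible to malathion. Other field females, 3 days old, were held for 120 min in bottles coated with 400 µg of malathion. Females that the paper describes as dead at the end of the exposure, and the sample labels as knocked down during it, formed the MS group, and females still alive after a further 24 h formed the MR group, so the MR and MS groups differed in the time of collection as well as in the outcome. The methods call the replicates technical and the sample labels call them biological, and each was a separate pool of females. The authors deposited raw counts per gene, without normalization, made by trimming adaptors with TrimGalore, aligning reads to the VectorBase genome with STAR and counting with featureCounts. The counting options for strand and for reads that map to several places are not given in the sources used here, so counts of close copies among the P450, GST and esterase genes are uncertain where reads could be shared between them.
The counts covered 19793 genes, of which 19038 had at least 1 count. Total counts per library ranged from 154239309 to 184564593 in the WI group (median 171187131), from 144117152 to 189723320 in the CO group (median 160980041), from 143972261 to 167468838 in the MR group (median 161992665) and from 144519147 to 186647728 in the MS group (median 168158417). Summed over a group, these were 852433940 counts in WI, 830362345 in CO, 787496782 in MR and 816156216 in MS, and all values given here use these counts on genes. The paper's own totals of mapped reads in Table 1 are 1036230100, 952622888, 982622250 and 954384125. The pair of most counted genes took 16.2% ± 4.97 (SD, n = 5) of the counts in WI, 8.83% ± 3.22 (SD, n = 5) in CO, 19.4% ± 5.64 (SD, n = 5) in MR and 25.2% ± 8.37 (SD, n = 5) in MS. TMM factors ranged from 0.807 to 1.34 in WI, from 0.841 to 1.72 in CO, from 1.01 to 1.22 in MR and from 0.563 to 1.08 in MS, so the choice of scaling can change the direction of weak differences. Across genes, the log2 TMM-normalized CPM of libraries of one group correlated at 0.926 to 0.960 in WI, 0.836 to 0.967 in CO, 0.944 to 0.971 in MR and 0.935 to 0.967 in MS, and no pair of libraries was alike within the sampling noise. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test in one fit of all 20 libraries, over the 17499 genes kept by the filterByExpr function with a minimum count of 10. Genes with a Benjamini-Hochberg FDR under 0.05 are called DEGs, and the biological coefficient of variation between pools was 0.535.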

Count data were generated using featureCounts version for downstream differential gene expression (DGE) analysis.

**Table 1:** Summary statistics of sequencing data for *Culex quinquefasciatus* transcriptome analysis including mapping totals, Q20 and GC percentage

Experimental Group	Read Length (Filtered)	Number of Reads (Merged)	Total read mapped (%)	Q20 (%)^1^	GC (%)^2^
Wild	99.51	1,191,419,679	1,036,230,100 (86.97)	99.47	47.10
Colony	99.50	1,160,253,093	952,622,888 (82.10)	99.48	47.48
Malathion Resistant	99.51	1,208,329,076	982,622,250 (81.32)	99.47	48.43
Malathion Susceptible	99.51	1,210,151,741	954,384,125 (78.86)	99.47	48.43

^1^Q20% = percentage of bases with Phred quality score (Q score) higher than 20

^2^GC% = percentage of G + C in the reads

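At an FDR under 0.05, 1102 genes had higher and 726 had lower expression in WI mosquitoes than in the CO colony. Of these, 854 and 496 changed at least 2-fold, and 4540 genes had an unadjusted p under 0.05. Scaling by library size alone gave 696 up-regulated and 942 down-regulated genes, a share of 42.5% up-regulated against 60.3% with TMM, and moved the median log2 fold change of all tested genes from -0.024 to -0.35. A fit of the WI and CO libraries alone gave 434 up-regulated and 178 down-regulated genes. With the replicate number as a block there were 1979 and 1185. The number of up-regulated genes rose to 1671 without CO replicate 4. The number of down-regulated genes was 418 without WI replicate 2, 426 without WI replicate 4, 474 without WI replicate 5, 453 without CO replicate 1 and 1441 without CO replicate 2. The largest rise by a rule set in advance was that of CPIJ014195, for which the sources used here give no name. It had 130 to 15602 counts in the 5 WI libraries and 0 in each CO library, at least 8419-fold higher against a floor of 3 counts over the CO group (FDR = 3.04e-05, edgeR). WI replicate 3 alone held 15602 of these counts, and without it the bound was 2708-fold. The largest fall was that of CPIJ020141, also without a name, with 38 to 140 counts in the CO libraries and 0 in each WI library, at least 121-fold lower (FDR = 0.00360, edgeR).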

The transcriptome comparison performed between the WI group and CO group showed 1,083 up-regulated genes and 788 down-regulated genes in the wild group compared to the colony group. The transcriptome comparison performed between the MR group and the MS group showed 614 up-regulated genes and 824 down-regulated genes in the malathion resistant group compared to the malathion susceptible group. 

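In the counts, 483 genes had higher and 732 had lower expression in MR mosquitoes than in MS mosquitoes. Among them 345 and 471 changed at least 2-fold, and 3615 genes had an unadjusted p under 0.05. The split depended on the scaling. By library size alone 1843 genes were up-regulated and 117 down-regulated, so that 94.0% of DEGs were up-regulated against 39.8% with TMM, and the median log2 fold change of all genes moved from 0.042 to 0.62. A fit of the MR and MS libraries alone gave 1462 up-regulated and 1681 down-regulated genes. Up-regulated genes numbered 284 without MR replicate 3, 306 without MS replicate 2, 299 without MS replicate 3, 290 without MS replicate 4 and 304 without MS replicate 5. Down-regulated genes numbered 433 without MR replicate 3, 429 without MR replicate 4 and 482 without MR replicate 5. The gene with the largest rise, CPIJ006991, had 32 to 73 counts in each MR library and 0 in each MS library, at least 55.8-fold higher (FDR = 0.00891, edgeR). The gene with the largest fall, CPIJ013027, had 0 counts in each MR library and 20 to 52 in each MS library, at least 73.9-fold lower (FDR = 0.0228, edgeR). For CPIJ013027 the FDR was 0.0518 without MR replicate 3, 0.0511 without MR replicate 4 and 0.0523 without MS replicate 2. Neither gene has a name in the sources used here.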

Based on the annotation for the *Cx. quinquefasciatus* genome, we identified 240 genes that code for detoxification enzymes from three major superfamilies, including cytochrome P450, glutathione S-transferase (GST) and general esterase.

We focused on differentially expressed genes (DEGs) from the three major detoxification superfamilies with a false discovery rate (FDR < 0.05). 

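Supplementary file 1 lists detoxification genes with the paper's fold changes between the WI and CO groups, and all 70 of its genes were tested here with the direction it gives. The paper chose this list on the same libraries, so the recount is not independent evidence. Over all genes tested, 65 of the 70 had an FDR under 0.05, with 47 of 48 P450s, 15 of 19 GSTs and 3 of 3 esterases, and 53 of the 65 were up-regulated and 12 down-regulated in the WI group. All 70 passed when adjusted over the list alone. The log2 fold changes differed from the listed ones by a median of 0.0027. A fit of the WI and CO libraries alone called 32 of the 70 and scaling by library size alone 42, whereas edgeR's exact test, its likelihood ratio test and DESeq2 each called 70. *CYP6Z16* (CPIJ020018) was at 47.8 ± 8.44 CPM (SD, n = 5) in WI and had 0 counts in CO replicates 1 to 4 and 23 counts in CO replicate 5, a log2 fold change of 11.09 (SE 0.79, FDR = 1.08e-08, edgeR) that depends on how the zeros are handled and was 15.97 without CO replicate 5. The counts do not separate a gene that is missing or diverged in the colony from one that is not transcribed there. The *Glutathione S-transferase 1* gene CPIJ002675 was at 9.24 ± 3.58 CPM (SD, n = 5) in WI and 0.290 ± 0.426 CPM (SD, n = 5) in CO, with a log2 fold change of 5.03 (SE 0.80, FDR = 2.56e-04, edgeR) that was 6.46 without CO replicate 4. The largest falls among the listed genes were those of *CYP9M13P* (CPIJ014221; log2 fold change -2.82, SE 0.47, FDR = 4.52e-04, edgeR) and *CYP4H30* (CPIJ007188; log2 fold change -2.75, SE 0.75, FDR = 0.0223, edgeR). Without WI replicate 2 or 5, *CYP4H30* had an FDR of 0.0560 or 0.0545.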

A total of 70 such DEGs were identified in comparisons between the WI and CO groups, including 48 from the P450 superfamily, 19 from the GST superfamily, and three from the general esterase superfamily (Supplementary file 1). A total of 42 DEGs were identified in comparisons between MR group and MS group, including 22 from the P450 superfamily, 13 from the GST superfamily, and seven from the general esterase superfamily (Supplementary file 2). 

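Of the 42 genes of Supplementary file 2, 34 had an FDR under 0.05 over all genes tested, with 18 of 22 P450s, 11 of 13 GSTs and 5 of 7 esterases. In the MR group 18 of the 34 were up-regulated and 16 down-regulated. All 42 had the listed direction and all 42 passed when adjusted over the list alone, which is again not independent evidence because the list was chosen on these libraries. The listed P450s had a median log2 fold change of 0.87 and the esterases of 1.38, both positive under each scaling. The listed GSTs had a median of -0.85 but a mean of 0.010, and library size alone gave -0.22 and 0.62, so the sign of the centre of this family depends on the measure. Leaving out a library lowered the number called to 18 (MR replicate 3), 22 (MR replicate 4), 22 (MR replicate 5), 22 (MS replicate 2) or 19 (MS replicate 4). Besides genes of Table 2, the largest rise was that of *CYP325V3* (CPIJ011838), at 0.809 ± 0.515 CPM (SD, n = 5) in MR and 0.0266 ± 0.0371 CPM (SD, n = 5) in MS, with a log2 fold change of 4.79 (SE 0.83, FDR = 0.00106, edgeR) that was 6.08 without MS replicate 1. The largest fall outside Table 2 was that of a protein-S isoprenylcysteine O-methyltransferase gene (CPIJ014820), which the file lists among the GSTs. It was at 16.4 ± 4.49 CPM (SD, n = 5) in MR and 52.4 ± 5.37 CPM (SD, n = 5) in MS, a log2 fold change of -1.68 (SE 0.19, FDR = 1.19e-05, edgeR).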

DEGs with FDR values less than 0.05 in both transcriptome comparisons (WI group versus CO group, and MR group versus MS group) were identified as gene candidates. Overall, we identified 12 DEGs of interest (Table 2). 

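Of the 12 genes of Table 2, 6 were called between WI and CO and 8 between MR and MS, and 4 had an FDR under 0.05 in both comparisons (CPIJ005204, *CYP4J20*, *CYP9AL1* and CPIJ018565). The 24 log2 fold changes differed from those of Table 2 by at most 0.0162, and no sign differed. Under edgeR's exact test, its likelihood ratio test and DESeq2 6 genes passed in both comparisons, and 7 with the replicate number as a block. In a fit of only the 2 groups compared 3 passed, and 2 passed without MR replicate 3 and 2 without MS replicate 2. Supplementary files 1 and 2, which hold the paper's own DEGs, share 6 of the 12 genes.
Positions are those of Table 2 in the VectorBase assembly. The peptide methionine sulfoxide reductase msrA gene (CPIJ005204; DS231920, 88341 to 89385) had a log2 fold change of -1.39 in WI against CO (SE 0.40, FDR = 0.0290, edgeR) and of 3.48 in MR against MS (SE 0.44, FDR = 4.85e-05, edgeR), so its directions were opposite. Its FDR between WI and CO was 0.0759 without WI replicate 2, 0.0714 without WI replicate 3 and 0.0678 without WI replicate 5. It was 0.0724 without CO replicate 2, 0.0591 without CO replicate 5 and 0.0723 with only the compared groups in the fit. A GST (CPIJ006160; DS231921, 397822 to 412644) had log2 fold changes of 0.97 (SE 0.33, FDR = 0.0638, edgeR) and -1.95 (SE 0.34, FDR = 0.00115, edgeR), with all 5 WI libraries above all CO libraries. Its first FDR was between 0.0327 and 0.105 under the alternatives that left out no single library. It was 0.0278 (without CO replicate 4) to 0.157 when WI or CO libraries were left out in turn. Without CO replicate 2 it was 0.0458, and without MR replicate 4 it was 0.0483. *CYP9M10-de1b* (CPIJ014219; DS232322, 166391 to 170209) had log2 fold changes of -1.25 (SE 0.35, FDR = 0.0247, edgeR) and 1.13 (SE 0.35, FDR = 0.0570, edgeR). Its first FDR was 0.0666 without WI replicate 2, 0.0630 without WI replicate 3 and 0.0591 without CO replicate 5. With only the compared groups in the fit it was 0.0711. Its second FDR was 0.0436 without MR replicate 2 and 0.0391 without CO replicate 4. The *Glutathione S-transferase 1-1* gene CPIJ018630 (DS233036, 40439 to 41178) had log2 fold changes of 1.86 in WI (SE 0.41, FDR = 0.00560, edgeR) and -1.09 in MR (SE 0.40, FDR = 0.108, edgeR). With only the compared groups in the fit these FDRs were 0.0525 and 0.00990, and the second was 0.0430 with the replicate block and at most 0.351 under the other alternatives. The gene of the same name CPIJ002663 (DS231848, 92100 to 92714) had log2 fold changes of 0.49 (SE 0.33, FDR = 0.382, edgeR) and -1.19 (SE 0.34, FDR = 0.0354, edgeR). Its second FDR was 0.0818 without MR replicate 2, 0.0921 without MR replicate 3, 0.0922 without MR replicate 4, 0.0531 without MS replicate 2, 0.0542 without MS replicate 3, 0.0640 without MS replicate 4 and 0.0598 without MS replicate 5, and it was 0.270 with library size alone. The carboxylesterase CPIJ002786 (DS231858, 39753 to 45680) had log2 fold changes of -0.60 (SE 0.60, FDR = 0.577, edgeR) and 1.86 (SE 0.62, FDR = 0.0750, edgeR). Its second FDR was between 0.00392 and 0.0783 under the alternatives that left out no single library. It was 0.0854 to 0.182 when MR or MS libraries were left out in turn, and 0.00691 without CO replicate 2. Over all 94 distinct genes of Supplementary files 1 and 2, 14 were called in both comparisons, 8 in the same direction and 6 in opposite directions. The same-direction count was 4 without MR replicate 3 or MS replicate 2 and 5 without MR replicate 4 or MS replicate 5. The opposite-direction count was 3 without MR replicate 3, MR replicate 5 or MS replicate 4 and 12 without CO replicate 4.

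**Figure D1:**
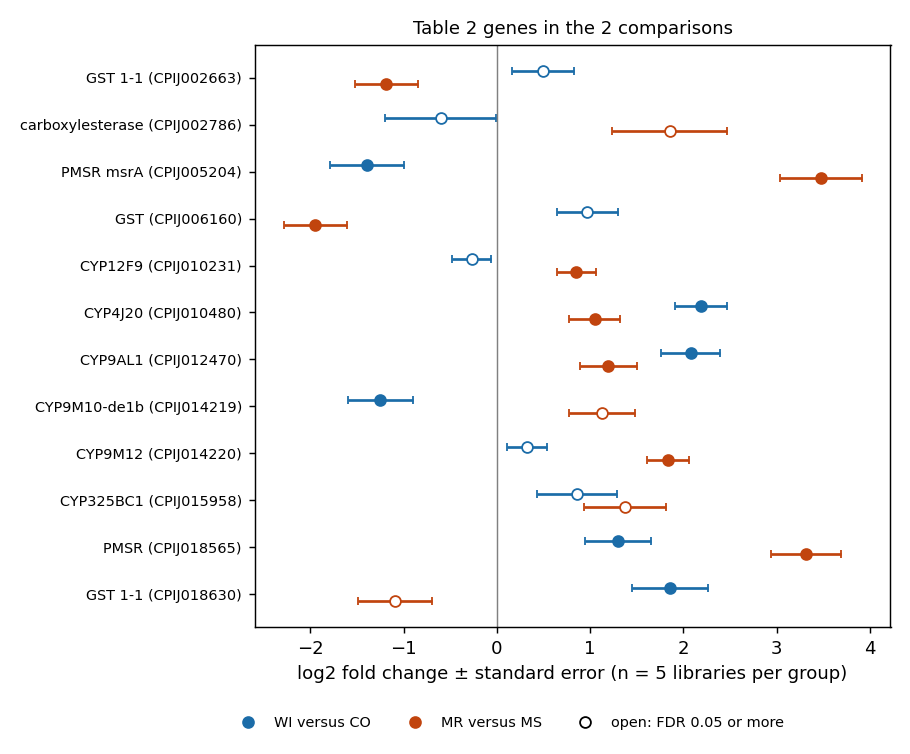
log2 fold change of each gene of Table 2 in WI versus CO and in MR versus MS, with the standard error as bars (5 libraries per group). Filled points have an FDR under 0.05, and 4 genes have both points filled.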

Notably, genes such as *CYP4J20*, *CYP9AL1*, *CYP9M12*, *CYP325BC1* and peptide methionine sulfoxide reductase (VectorBase ID: CPIJ018565) were significantly up-regulated in the MR and WI groups. 

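*CYP4J20* (CPIJ010480; DS232089, 494713 to 496416) was at 10.6 ± 2.69 CPM (SD, n = 5) in WI and 2.33 ± 0.783 CPM (SD, n = 5) in CO, a log2 fold change of 2.19 (SE 0.28, FDR = 2.16e-05, edgeR), and at 9.19 ± 1.93 CPM (SD, n = 5) in MR and 4.44 ± 0.969 CPM (SD, n = 5) in MS, a log2 fold change of 1.05 (SE 0.27, FDR = 0.0205, edgeR). Its FDR between MR and MS was 0.0724 without MR replicate 3, 0.0536 without MR replicate 5, 0.0618 without MS replicate 2 and 0.0727 without MS replicate 5. *CYP9AL1* (CPIJ012470; DS232204, 402930 to 405046) had log2 fold changes of 2.08 in WI (SE 0.32, FDR = 1.67e-04, edgeR) and 1.20 in MR (SE 0.31, FDR = 0.0207, edgeR), the second with an FDR of 0.0627 without MR replicate 3, 0.0688 without MR replicate 4 and 0.0617 without MS replicate 2. The peptide methionine sulfoxide reductase CPIJ018565 (DS233029, 61489 to 62536) had log2 fold changes of 1.30 in WI (SE 0.35, FDR = 0.0210, edgeR) and 3.32 in MR (SE 0.38, FDR = 1.52e-05, edgeR), the first with an FDR of 0.0710 without WI replicate 4, 0.0566 without CO replicate 1 and 0.0538 without CO replicate 3.
*CYP9M12* (CPIJ014220; DS232322, 170566 to 172216) was at 10.6 ± 1.07 CPM (SD, n = 5) in WI and 8.46 ± 0.805 CPM (SD, n = 5) in CO. Its log2 fold change of 0.32 (SE 0.22, FDR = 0.375, edgeR) did not pass the threshold, although 4 of 5 WI libraries lay above all CO libraries (exact permutation test, two-sided, p = 0.0238). The FDR was between 0.309 and 0.952 under the alternatives, and the log2 fold change was -0.038 with scaling by library size alone. Between MR and MS it was at 6.33 ± 0.909 CPM (SD, n = 5) and 1.77 ± 0.582 CPM (SD, n = 5), a log2 fold change of 1.84 (SE 0.22, FDR = 3.27e-05, edgeR), with every MR library above every MS library. *CYP325BC1* (CPIJ015958; DS232542, 95297 to 97020) was at 54.1 ± 11.6 CPM (SD, n = 5) in WI and 29.8 ± 21.5 CPM (SD, n = 5) in CO, a log2 fold change of 0.86 (SE 0.43, FDR = 0.212, edgeR) with 2 of 5 WI libraries above all CO libraries. It was at 29.0 ± 14.0 CPM (SD, n = 5) in MR and 11.2 ± 4.86 CPM (SD, n = 5) in MS, a log2 fold change of 1.37 (SE 0.44, FDR = 0.0604, edgeR). The second FDR was 0.0266 with the exact test, 0.0246 with the likelihood ratio test, 0.0186 with DESeq2, 0.00449 with library size alone, 0.0178 with only the MR and MS libraries in the fit, 0.0399 with the replicate block, and at most 0.0618 under the other alternatives. These alternatives left out no single library. Leaving out MR or MS libraries in turn gave a second FDR of 0.0435 (without MR replicate 2) to 0.155. It was 0.0378 without CO replicate 1, 0.0459 without CO replicate 2 and 0.0330 without CO replicate 4. The first FDR was between 0.0937 and 0.290 under these alternatives, and 0.0519 to 0.421 when WI or CO libraries were left out in turn. The paper takes genes with an FDR under 0.05 in both comparisons as candidates and states that these 5 genes were up-regulated in both the MR and WI groups.

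**Figure D2:**
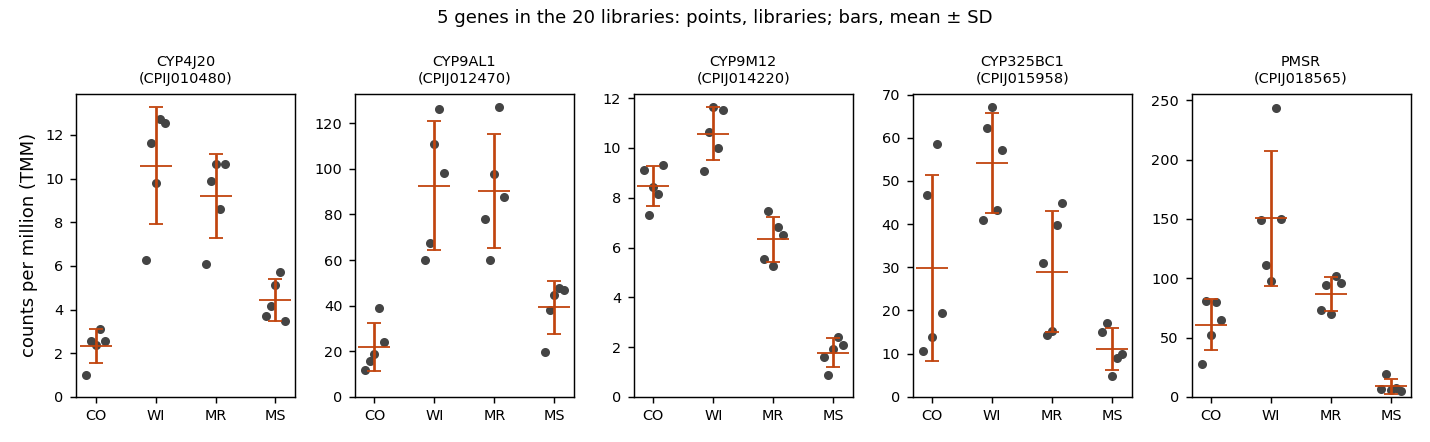
TMM-normalized CPM of the 5 genes in CO, WI, MR and MS. Points are libraries (n = 5 per group) and bars are the mean ± SD. The *CYP9M12* means are 8.46 in CO, 10.6 in WI, 6.33 in MR and 1.77 in MS.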

After filtering for off-target effects using siRNA-Finder [20], *CYP325BC1* and *CYP9M12* were chosen for functional validation using RNAi.

**Table 2:** Summary for differences in gene expression (DGE) involved in malathion resistance in *Culex quinquefasciatus* (FDR < 0.05 in both comparisons between WI group versus CO group and between MR group versus MS group)

CPIJ annotation^1^	Gene name	Gene location (Sense/ Non-sense)^2^	Log FC^3^ (WI versus CO)^4^	Log FC^3^ (MR versus MS)^4^
CPIJ002663	Glutathione S-transferase 1–1	DS231848: 92,100 − 92,714 (+)	0.495483867	-1.18997411
CPIJ002786	carboxylesterase	DS231858: 39,753 − 45,680 (-)	-0.587412839	1.856624645
CPIJ005204	Peptide methionine sulfoxide reductase msrA	DS231920: 88,341 − 89,385 (-)	-1.390427104	3.475540072
CPIJ006160	Glutathione s-transferase	DS231921: 397,822 − 412,644 (-)	0.968180082	-1.959035654
CPIJ010231	cytochrome P450 *12F9 (CYP12F9)*	DS232091: 529,206–531,135 (-)	-0.271299583	0.84866247
CPIJ010480	cytochrome P450 *4J20 (CYP4J20)*	DS232089: 494,713 − 496,416 (+)	2.187784633	1.047702497
CPIJ012470	cytochrome P450 *9AL1 (CYP9AL1)*	DS232204: 402,930 − 405,046 (+)	2.07877162	1.193657009
CPIJ014219	cytochrome P450 *9M10-de1b (CYP9M10-de1b)*	DS232322: 166,391 − 170,209 (+)	-1.257222031	1.123581855
CPIJ014220	cytochrome P450 *9M12 (CYP9M12)*	DS232322: 170,566 − 172,216 (+)	0.328056599	1.833454196
CPIJ015958	cytochrome P450 *325BC1 (CYP325BC1)*	DS232542: 95,297 − 97,020 (+)	0.852001468	1.373485365
CPIJ018565	Peptide methionine sulfoxide reductase	DS233029: 61,489 − 62,536 (-)	1.300742526	3.308572035
CPIJ018630	Glutathione S-transferase 1–1	DS233036: 40,439 − 41,178 (-)	1.855584899	-1.096468825

^1^CPIJ = *Culex quinquefasciatus* Johannesburg

^2^Gene location, as described in VectorBase, (S/NS) = Sense = “+” and Non-sense = “-” strand

^3^ Log FC = Log Fold change (log_2_FC calculated by edgeR), positive values represent up-regulated gene expression and negative values represent down-regulated gene expression

^4^WI, CO, MR, MS = mosquito strain sub-types representing wild, colony, malathion resistant and malathion susceptible

A cluster heatmap, generated by ClustVis [21], provided a visualization of the expression information of 240 genes from the three major detoxification superfamilies between four experimental groups (Fig. 1). Color intensity between groups corresponds to the difference in the expression of detoxification gene expression in *Cx. quinquefasciatus*.

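The group means of log2 CPM (prior count 2) over the 17499 tested genes correlated most closely between MR and MS (Pearson's r = 0.971 across genes), followed by MR and WI (0.964), WI and CO (0.955), WI and MS (0.938), CO and MR (0.934) and CO and MS (0.905). Genes are not independent replicates, so these correlations describe the 4 means and carry no test. Over the 94 genes of Supplementary files 1 and 2, MR was closest to WI (0.903) and then to MS (0.889), and WI and CO were at 0.751. The same orders of MR were found with a prior count of 0.5. With each gene scaled over the 4 means, the order over all genes was MR and MS (-0.037), WI and CO (-0.115), MR and WI (-0.343), CO and MR (-0.426), WI and MS (-0.451) and CO and MS (-0.595), so WI lay closer to CO than to MR. The first principal component over all tested genes held 28.1% of the variance. On it the CO libraries lay from 74.0 to 120.7, the WI libraries from 10.1 to 41.1, the MR libraries from -58.7 to -20.6 and the MS libraries from -116.7 to -77.4, so no groups overlapped. The full gene list behind Fig. 1 was not used here.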

**Fig. 1:**
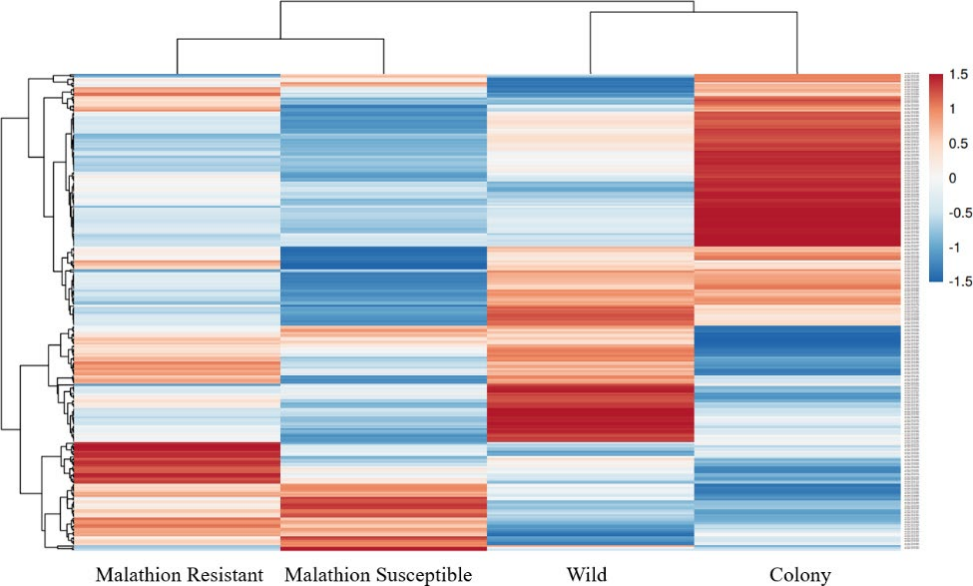
The cluster heatmap was generated by ClustVis that was generated from 240 annotated genes from three major detoxification superfamilies (P450s, GSTs and esterases) to illustrate changes in gene expression. The data are displayed in a grid where each row represents a gene, and each column represents an experimental group. Gene expression levels are color coded, with blue representing down-regulation and red representing up-regulation. Intensity of the color represents the fold change in expression

DEGs between WI and CO were categorized into 262 significant pathways (Supplementary file 3) through ShinyGO analysis [22]. In addition, DEGs between MR and MS groups were categorized into a total of 345 significant pathways (Supplementary file 4). Figure 2A and 2B display the top 20 significant pathways sorted by number of DEGs identified in the transcriptome comparisons between WI group versus CO group, and MR group versus MS group, respectively. The top enriched pathway in comparison between WI and CO group is the heme binding pathway, with an FDR value for Fold Enrichment (FE) of 1.23e-7. 

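Supplementary file 3 states 56 genes for heme binding and prints the identifiers of 36 in the copy used here, so the identifiers are described and no enrichment was tested. All 36 were DEGs between WI and CO, 26 of them higher and 10 lower in the WI group, with a median log2 fold change of 1.01. Of the 36, 29 have P450 names in the supplementary files, and 21 of these were higher in the WI group. The number higher was also 26 with RLE factors and with library size alone. The paper listed these genes as DEGs on the same WI and CO libraries, so their calls here are not independent evidence.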

Interestingly, the organophosphate metabolic process was one of the top 20 significant pathways, with an FDR value for FE of 6.75e-05. 

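For carbohydrate metabolic process, Supplementary file 4 states 45 genes and prints 36 identifiers in the copy used here. Of the 36, 34 were lower and 2 higher in the MR group than in the MS group, with a median log2 fold change of -1.17. By edgeR's test 29 were DEGs, 27 of them lower in MR. The count of 2 higher genes was the same with RLE factors and library size alone, and the latter gave a median of -0.54. Against the WI group, 34 of the 36 were higher in MS and 31 of these were DEGs, whereas 22 were higher in MR and 7 of these were DEGs. The median log2 fold change over all 36 was 1.42 in MS and 0.10 in MR. With library size alone 32 were higher in MS than in WI, with a median of 0.92. The paper listed these genes as DEGs on the same MR and MS libraries, which favours a difference of MS from WI. No libraries were held out for them, so these values are not independent evidence.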

The top enriched pathway in comparison between MR and MS group is the carbohydrate metabolic process pathway, with an FDR value for FE of 2.27e-5.

**Fig. 2:**
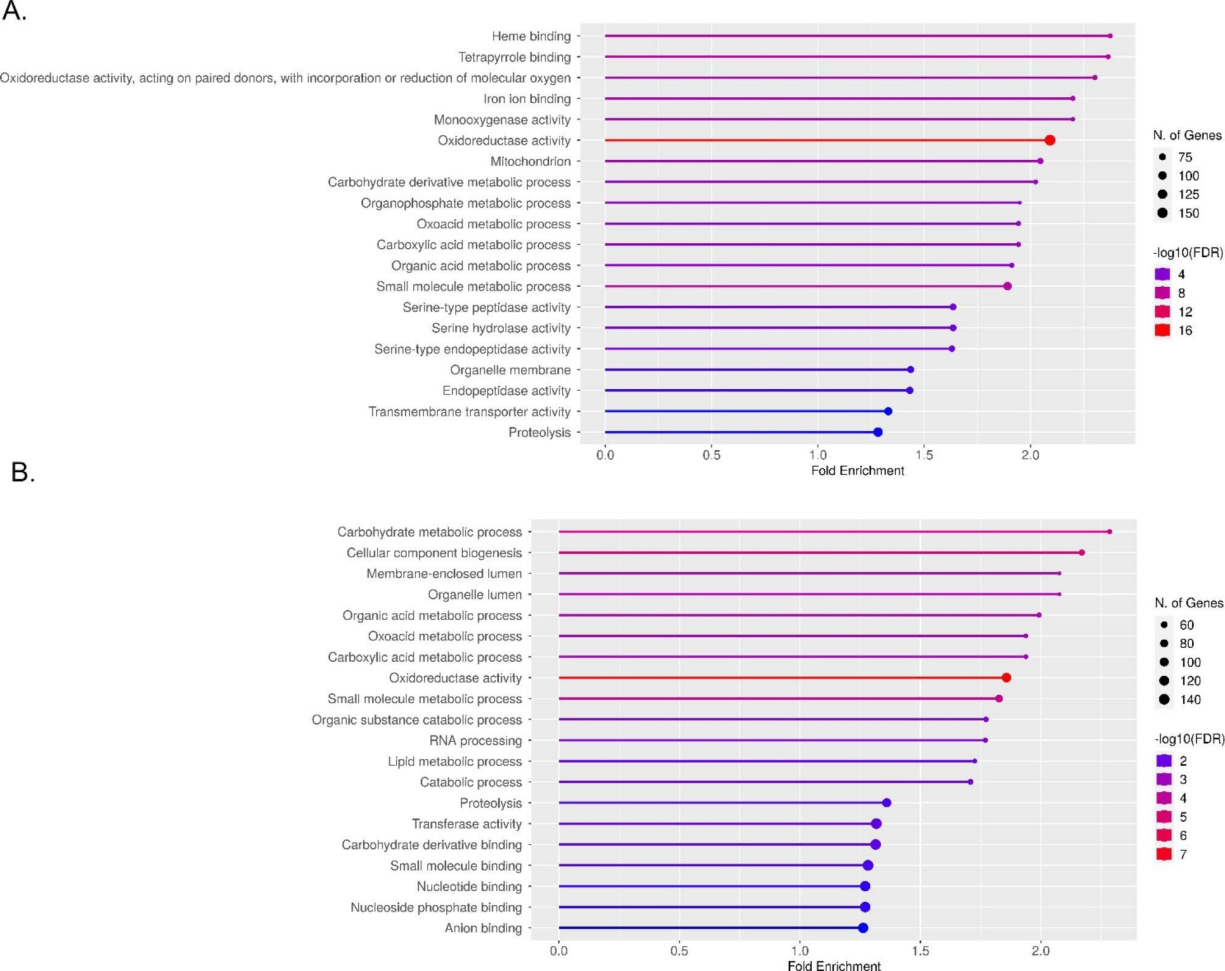
The ShinyGO Pathway Analysis is used to illustrate the top 20 pathways in the comparison performed. All differentially expressed genes (DEGs) with a significant level (FDR value for DEG less than 0.05) are mapped to the referential canonical pathways available in the *Culex quinquefasciatus* database. The size of a circle represents the number of DEGs classified into one specific pathway category. Fold Enrichment (FE) indicates the percentage of DEGs belonging to a pathway, divided by the corresponding percentage in the background. FDR for FE demonstrates how likely the enrichment is by chance. (A) ShinyGO pathway analysis for the top 20 pathways in which the most DEGs (FDR for DEG with a cutoff value of 0.05) in the comparison between *Cx. quinquefasciatus* WI and CO groups were involved. (B) ShinyGO pathway analysis for the top 20 pathways in which the most DEGs (FDR for DEG with a cutoff value of 0.05) in the comparison between *Cx. quinquefasciatus* MR and MS groups were involved

## Double-stranded RNA-mediated RNA interference

To validate the functional roles of two candidate P450 genes, *CYP325BC1* and *CYP9M12*, RNAi experiments were conducted in which each P450 gene was knocked down in 3-day-old female adults from the Sebring strain [23]. The RNAi suppression of *CYP325BC1* and *CYP9M12* were conducted in dsP450-injected mosquitoes. The levels detected were 0.35- and 0.09-fold compared to those in dsRFP-injected mosquitoes, respectively (Fig. 3A). RNAi suppressed *CYP325BC1* and *CYP9M12* in dsP450-injected mosquitoes to 0.50- and 0.11-fold compared to those in uninjected mosquitoes from the Sebring strain, respectively (Fig. 3B). These results suggest that the RNAi via dsRNA significantly reduced the expression of *CYP325BC1* and *CYP9M12* in dsP450-injected female adults compared to both dsRFP-injected and uninjected mosquitoes from the Sebring strain.

**Fig. 3:**
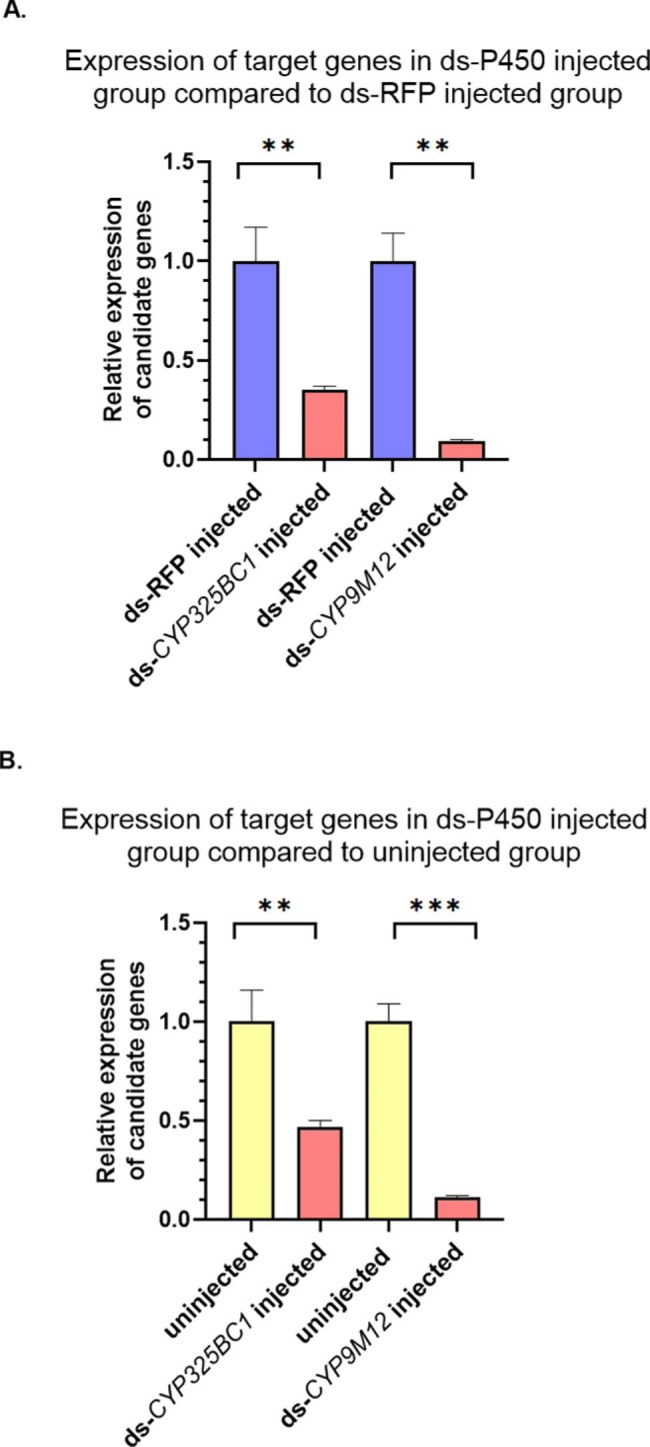
Expression of target genes (mean ± SEM (n ≥ 3)) three days after interference via dsRNA injection detected by real-time quantitative PCR. DsP450s and dsRFP were injected into 3-day-old female adults of *Cx. quinquefasciatus* from the Sebring strain. (A) Relative expression level of target genes, *CYP325BC1* and *CYP9M12*, in dsP450-injected female adults was significantly suppressed compared to dsRFP-injected female adults. (B) Relative expression level of target genes, *CYP325BC1* and *CYP9M12*, in dsP450-injected female adults was significantly suppressed compared to uninjected female adults from the Sebring strain. A Student’s t-test was used for significance analysis. *P < 0.05; **P < 0.01; ***P < 0.001

The LC_50_ for malathion in the Sebring strain was 6.727 µg/mL (or µg/bottle, as each bottle contained 1 mL solution in the CDC standard bioassay) with a 95% confidence interval from 5.670 to 7.835 µg/mL. This concentration was subsequently used in a standard bottle assay to assess the impact of RNAi knockdown of P450 genes in *Cx. quinquefasciatus*. After RNAi of two candidate P450 genes, *CYP325BC1* and *CYP9M12*, mosquito mortality was evaluated to determine the relationship between the expression of these candidate genes and malathion tolerance in *Cx. quinquefasciatus*, using the LC_50_ concentration from the preliminary bottle assay. As shown in Fig. 4A, the mean mortality after exposure to the LC_50_ concentration of malathion in the *CYP325BC1* dsRNA-injected group, dsRFP-injected group and uninjected group were 76.39%, 54.85% and 51.85%, respectively. The mortality in the *CYP325BC1* dsRNA-injected group was increased significantly compared to the mortality in the dsRFP-injected group and uninjected group with *p*-values of 0.0107 and 0.0059, respectively. As shown in Fig. 4B, the average mortality after exposure to malathion in the *CYP9M12* dsRNA-injected group, dsRFP-injected group and uninjected group were 79.76%, 54.83% and 51.76%, respectively. The mortality in the *CYP9M12* dsRNA-injected group was significantly greater when compared to the mortality in the dsRFP-injected group and uninjected group with *p*-values of 0.012 and 0.006, respectively.

**Fig. 4:**
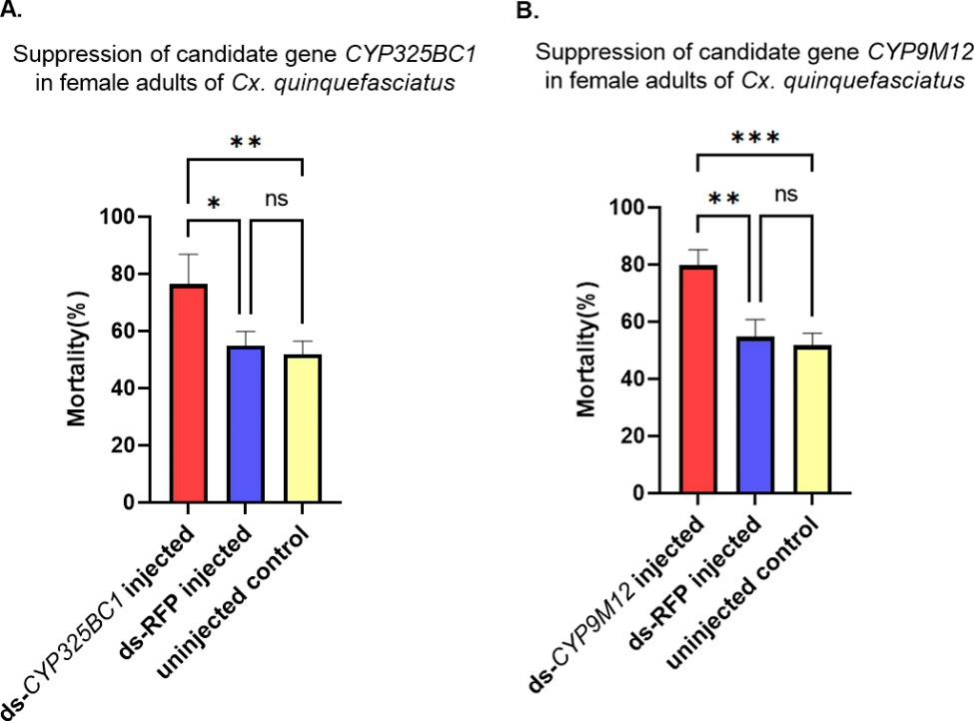
Suppression of candidate P450 genes involved in malathion resistance in *Cx. quinquefasciatus* female adults. The mortality after 120-min exposure to malathion at LC_50_ for dsRNA-injected and uninjected mosquitoes are shown as the mean ± SEM. The Fisher’s LSD test was used for significance analysis. *P < 0.05; **P < 0.01; ***P < 0.001. (A) The mortality of *CYP325BC1* dsRNA-injected female adults is shown in comparison with dsRFP-injected and uninjected female adults from the Sebring strain. The mortality of *CYP325BC1* dsRNA-injected group, dsRFP-injected group and uninjected group is represented as red column, blue column, and green column, respectively. (B) The mortality of *CYP9M12* dsRNA-injected female adults was shown in comparison with dsRFP-injected and uninjected female adults from the Sebring strain

## Discussion

Insecticide resistance is a threat to effective vector control efforts, particularly with respect to insects that contribute to the spread of human infectious disease [24]. The mechanism of insecticide resistance has been studied extensively in mosquitoes and can be classified into several categories, target site insensitivity, metabolic detoxification, behavioral adaptation, and cuticular modification [25]. Metabolic detoxification refers to resistance due to the overexpression of detoxification genes that results in increased activities of detoxification enzymes, particularly those from the three superfamilies: P450, GST and general esterases.

Next-generation sequencing has become affordable for numerous applications and has been applied for transcriptome analysis and discovery of genes associated with insecticide resistance [15]. Most transcriptome profiling analyses conducted in mosquitoes have focused on genes involved in resistance to pyrethroid insecticides. Additionally, the majority of mosquito studies address the constitutive overexpression of detoxification genes in resistant strains compared to susceptible strains. But induction of xenobiotics, including insecticides, also can result in up-regulated expression of detoxification genes, also known as induced overexpression. Induced overexpression of multiple P450s has been reported in response to pyrethroid exposure in *Cx. quinquefasciatus* [12].

In this study, we explored constitutive overexpression of detoxification genes following malathion exposure by comparing transcriptome profiles of field-collected and laboratory-maintained susceptible *Cx. quinquefasciatus*. We identified 1,871 DEGs (FDR < 0.05) between WI group and CO group. Of these, a total of 70 DEGs were identified from the three major detoxification superfamilies, including 48 from the P450s, 19 from the GSTs, and three from the general esterases. Thereafter, we investigated malathion-induced overexpression of detoxification genes by comparing within population transcriptome profiles of resistant and susceptible *Cx. quinquefasciatus* selected from bottle assay results for malathion. 

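The paper sets MR against MS, and the files also allow each to be set against the unexposed WI group. WI is not a matched control: its females were chilled before storage and were not part of the bottle assay. The paper describes no sequenced group held in bottles without malathion. Differences from WI can therefore come from handling as well as from malathion. Compared to WI, 867 genes were up-regulated and 698 down-regulated in MR, and 2153 were up-regulated and 1927 down-regulated in MS. By library size alone MS had 892 up-regulated and 3752 down-regulated genes against WI, or 19.2% up-regulated against 52.8% with TMM, and the median log2 fold change of all genes moved from -0.069 to -0.58. Without WI replicate 2, 439 genes were down-regulated in MR. Of the 483 genes that were higher in MR than in MS, 374 were DEGs lower in MS than in WI, 53 were DEGs higher in MR than in WI and 73 were DEGs lower in MR than in WI. Of the 732 genes that were lower in MR than in MS, 601 were DEGs higher in MS than in WI, 31 were DEGs lower in MR than in WI and 191 were DEGs higher in MR than in WI. Among the 94 listed detoxification genes, 8 were up-regulated and 12 down-regulated in MR against WI, and 17 were up-regulated and 30 down-regulated in MS against WI.
Against WI, the log2 fold changes in MR were -0.20 for *CYP4J20* (CPIJ010480; SE 0.27, FDR = 0.744, edgeR), -0.038 for *CYP9AL1* (CPIJ012470; SE 0.31, FDR = 0.970, edgeR), -0.90 for *CYP325BC1* (CPIJ015958; SE 0.43, FDR = 0.225, edgeR), -0.79 for CPIJ018565 (SE 0.35, FDR = 0.184, edgeR) and -0.74 for *CYP9M12* (CPIJ014220; SE 0.22, FDR = 0.0344, edgeR). The FDR of *CYP9M12* was 0.256 with library size alone and at least 0.00967 under the other alternatives. It was 0.0854 without MR replicate 1, 0.0960 without MR replicate 3, 0.0550 without MR replicate 4, 0.0643 without MR replicate 5, 0.0680 without WI replicate 2, 0.0736 without WI replicate 3, 0.0551 without WI replicate 4 and 0.0755 without WI replicate 5. The direction of *CYP9AL1* reversed with library size alone, with a log2 fold change of 0.037, and without MR replicate 1 (0.011), MR replicate 2 (0.079), WI replicate 3 (0.036) or WI replicate 4 (0.10). The FDR of CPIJ018565 was 0.0493 with only the compared groups in the fit. It was at most 0.231 under the other alternatives that left out no single library. When MR or WI libraries were left out in turn it was 0.147 to 0.428. In MS against WI the log2 fold changes were -1.25 for *CYP4J20* (SE 0.27, FDR = 0.00182, edgeR), -1.23 for *CYP9AL1* (SE 0.31, FDR = 0.00573, edgeR), -2.58 for *CYP9M12* (SE 0.23, FDR = 6.06e-08, edgeR), -2.27 for *CYP325BC1* (SE 0.45, FDR = 7.50e-04, edgeR) and -4.11 for CPIJ018565 (SE 0.39, FDR = 1.38e-07, edgeR). All 5 kept an FDR under 0.05 in MS against WI under each alternative and with each library left out. The gene for 60S ribosomal protein L8 (CPIJ000162), the reference gene of the qRT-PCR, itself had a log2 fold change of -0.74 in MR (SE 0.29, FDR = 0.126, edgeR) and -0.82 in MS (SE 0.29, FDR = 0.0457, edgeR) against WI, with the first at an FDR of 0.0326 with the replicate block. The second FDR was 0.103, 0.0912, 0.108, 0.0688 and 0.0829 without MS replicates 1 to 5, and 0.0642, 0.0639, 0.0997 and 0.112 without WI replicates 2 to 5. It was 0.0538 with RLE factors, 0.0538 without a filter and 0.0582 without the pair of most counted genes, an alternative chosen after seeing the data.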

We identified a total of 1,438 DEGs (FDR < 0.05) between the MR group and MS group. Of these, a total of 42 DEGs were identified from the three major detoxification superfamilies, including 22 from the P450s, 13 from the GSTs, and seven from the general esterases. The 12 candidate detoxification genes were found differentially expressed at a significant level (FDR < 0.05), as listed in Table 2. Notably, genes such as *CYP4J20, CYP9AL1, CYP9M12, CYP325BC1* and peptide methionine sulfoxide reductase (VectorBase ID: CPIJ018565) were significantly up-regulated in both transcriptome comparisons.

Several candidate genes have been reported to be associated with metabolic detoxification of insecticides in previous studies on *Cx. quinquefasciatus*. For instance, *CYP9M10* was widely reported to be linked to permethrin resistance [12] and its functional role in detoxification of permethrin was validated by multiple methods, including metabolism [13] and gene silencing through the TALEN and CRISPR/Cas9 technologies [14]. *CYP9AL1* was reported to be the major gene at the center of a resistance regulatory network in the northern house mosquito, *Cx. pipiens pallens*. The involvement of *CYP9AL1* in insecticide resistance in *Cx. pipiens* was validated by siRNA microinjection and a CDC bottle bioassay [26]. Additionally, knockdown of the *CYP9AL1* gene significantly decreased permethrin resistance in *Cx. quinquefasciatus* larvae [27]. The *CYP12F9*, *CYP4J20* and *CYP9M12* genes were reported as down-regulated in a permethrin selected *Cx. quinquefasciatus* population at larval stage [28]. However, in our study we found conflicting results where the expression of *CYP12F9* was lower in the WI group as compared to CO group, but higher in the MR group as compared to the MS group. However, *CYP4J20* and *CYP9M12* were overexpressed in both the WI group and MR group as compared to the more susceptible CO group and MS group, respectively. 

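*CYP12F9* (CPIJ010231; DS232091, 529206 to 531135) was at 14.2 ± 1.55 CPM (SD, n = 5) in WI and 17.2 ± 5.70 CPM (SD, n = 5) in CO. The difference was within the spread of the CO libraries (log2 fold change -0.27, SE 0.21, FDR = 0.451, edgeR). The FDR lay between 0.122 and 0.546 under the alternatives that left out no single library. When WI or CO libraries were left out in turn it lay between 0.321 and 0.886. Between MR and MS it was at 9.56 ± 1.24 CPM (SD, n = 5) and 5.29 ± 1.21 CPM (SD, n = 5), a log2 fold change of 0.85 (SE 0.21, FDR = 0.0149, edgeR) with all 5 MR libraries above all MS libraries. Without MS replicate 3 this FDR was 0.0619. Against WI, the log2 fold change was -0.58 in MR (SE 0.21, FDR = 0.0914, edgeR; 0.0296 to 0.231 under the alternatives, the lowest with only the compared groups in the fit) and -1.43 in MS (SE 0.21, FDR = 3.34e-05, edgeR).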

The *CYP325BC1* gene has been reported to be up-regulated in a permethrin-selected highly resistant HAmCq^G8^ strain [29]. Functional characterization of the *CYP9M12* and *CYP325BC1* genes in *Cx. quinquefasciatus* have not been published prior to this study. The varied expression level of detoxification genes in the different *Cx. quinquefasciatus* strains indicated that the effects of permethrin and malathion insecticide induction may be different. Certain genes or combinations of genes likely play a more important role in development of insecticide resistance, even compared to others from the same superfamilies that also may be overexpressed. To date, the exact number of genes involved in metabolic detoxification of insecticides remains unclear. More efforts are needed to further elucidate regulating mechanisms of candidate detoxification genes.

The ClustVis cluster heatmap (Fig. 1) provided an overall vision on the detoxification gene expression profiles of the four strains under specific circumstances. Samples from the MR and MS groups represented the physiological condition of alive and dead WI mosquitoes after exposure to malathion, respectively. 

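The 94 distinct genes of Supplementary files 1 and 2 were used to set the exposed MR and MS groups against the unexposed WI and CO groups. In 4 of them edgeR's test gave an FDR under 0.05 with higher expression in each of MR against WI, MS against WI, MR against CO and MS against CO. These 4, named here after their values were seen, were the carboxylesterase CPIJ000048, *CYP6P14* (CPIJ005955), the GST CPIJ006160 and *CYP6Z13P* (CPIJ019586). Another 2 of the 94, *CYP314A1* (CPIJ001380) and *CYP4K3* (CPIJ009468), also named after their values were seen, were lower in all 4 comparisons, a count that was 1 without MR replicate 1, 2, 4 or 5 or CO replicate 2. The first count was between 3 and 5 under the alternatives. CPIJ006160 was at 124 ± 46.1 CPM (SD, n = 5) in CO, 243 ± 19.8 CPM (SD, n = 5) in WI, 769 ± 418 CPM (SD, n = 5) in MR and 2968 ± 579 CPM (SD, n = 5) in MS. Its log2 fold change against WI was 1.66 in MR (SE 0.34, FDR = 0.00267, edgeR) and 3.61 in MS (SE 0.36, FDR = 2.69e-07, edgeR).
By group means alone, without a test, 17 of the 94 genes had both exposed means above both unexposed means and 14 had both below. Because both exposed groups were compared with the same WI and CO libraries, unchanged groups were simulated against them 20 times. They gave a mean of 27.35 genes above (22 to 34) and of 8.75 below (4 to 13), and 0 genes past the FDR threshold in all 4 comparisons in either direction. The simulation did not repeat the choice of the 94 genes, which the paper made for differences between these same groups. The counts by means can therefore not be read as fewer or more than without a change. The exposed and unexposed groups also differed in handling, and not only in malathion.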

The heatmap illustrates a great portion of overlapping genes overexpressed in both the MR and MS groups, but not in the WI and CO groups, indicating a xenobiotic-induced mode to regulate detoxification genes in *Cx. quinquefasciatus*. 

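On the first principal component over the 94 listed detoxification genes, which held 51.3% of the variance of the 20 libraries, the CO libraries lay from 12.28 to 16.44 and the WI libraries from -3.14 to -1.77. The MR and MS libraries lay from -10.04 to -1.84, on the side of the WI libraries. The second component held 22.0% of the variance and set the exposed groups apart from WI. On it the WI libraries lay from -8.97 to -7.48, the MR libraries from -2.29 to -1.05 and the MS libraries from 6.14 to 8.48. The CO libraries lay between MR and MS there, from 0.66 to 3.90. The genes of Supplementary file 1 had median log2 fold changes in WI against CO of 1.28 for the P450s, 1.26 for the GSTs and 0.99 for the esterases, and of 1.02, 0.99 and 0.75 with library size alone. These lists were chosen by the paper for a difference between the same groups. Over all tested genes, 30 were at a mean CPM of at most 0.1 in CO and at least 1 in each of the other groups, and 0 were so in WI.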

The susceptible CO group demonstrated a different expression pattern as compared to the WI group sampled from a mosquito population in Harris County, Texas, indicating a constitutive mode involved in regulation of detoxification genes. Like other insects, which are suggested to be able to utilize both the induced mode and constitutive mode to regulate detoxification gene expression [30], these two modes may be simultaneously employed in overexpression of detoxification genes associated with malathion resistance in *Cx. quinquefasciatus* [31].

ShinyGO enrichment analysis can integrate genetic and systemic functional information from databases such as gene ontology (GO) and provide interpretation for large-scale data sets generated by high-throughput sequencing technologies [22]. We performed the ShinyGO enrichment analysis with all the detected DEGs using a cutoff FDR value of 0.05. From this analysis, the top 20 significant pathway categories that included the largest number of DEGs were listed in Fig. 2. The heme binding category (Term GO: 0020037) was identified with the largest FE value in comparison between WI and CO groups (Fig. 2A). The heme binding category was reported to be an overrepresented GO term linked to pyrethroid resistance in *Aedes aegypti* [32] and *Cx. quinquefasciatus* [29]. These results support the hypothesis that cytochrome P450s, a group of heme-thiolate monooxygenases, are necessary for detoxification of xenobiotics, including multiple classes of insecticides [33]. Importantly, the organophosphate metabolic process category (Term GO: 0019637) also was one of the top 20 significant pathway categories. 

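For organophosphate metabolic process, Supplementary file 3 states 53 genes and prints the identifiers of 36 in the copy used here. Of the 36, 33 were higher and 3 lower in the WI group than in the CO group, with a median log2 fold change of 0.90. By edgeR's test 24 had an FDR under 0.05, 21 higher and 3 lower in WI. RLE factors and library size alone both left 33 higher. The paper listed these genes as DEGs on the same WI and CO libraries, so these values are not independent evidence.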

Considering that malathion is a frequently applied organophosphate insecticide used for vector control efforts in Harris County, constitutive overexpression of genes related with organophosphate metabolic processes is a reasonable finding in wild *Cx. quinquefasciatus*, as compared to the laboratory-maintained susceptible strain. The carbohydrate metabolic process category (Term GO: 0005975) was identified with the largest FE value in comparison between the MR and MS groups (Fig. 2B) and was a significant pathway category in the comparison between the WI and CO groups (Fig. 2A). These results are consistent with our knowledge that carbohydrate esterases play important roles in metabolism of organophosphate insecticides such as malathion [6].

Malathion resistance due to increased expression of P450, GST and general esterase genes can be found in a variety of arthropod species, such as the fruit flies, *Drosophila melanogaster* [34, 35] and *Bactrocera dorsalis* [36, 37]. RNAi was employed to determine the metabolic roles of GSTs to malathion tolerance in *B. dorsalis* [36]. As for *Cx. quinquefasciatus*, overexpression of P450 genes have been widely identified in different insecticide resistant strains. Overexpression of specific P450 genes, such as *CYP9M10*, was reported in *Cx. quinquefasciatus* resistant strains collected from various geographic regions such as Saudi Arabia [38], United States [13], Kenya, Singapore, and Vietnam [39]. A study on *Cx. quinquefasciatus* reported that two P450 genes (*CYP4C52V1* and *CYP6AA7*) conferred permethrin resistance and subsequently demonstrated their functional roles in resistance expression using RNAi technology [27]. They also conducted a parallel RNAi experiment with *CYP6BY3*, a non-overexpressed gene, and found no effect on insecticide resistance after successful knockdown of this control P450 gene.

In our study, RNAi was utilized to evaluate the functional roles of two candidate P450 genes, *CYP325BC1* and *CYP9M12*, which were found overexpressed in malathion resistant *Cx. quinquefasciatus*. Known off-target effects in RNAi indicated that knockdown of other genes also may alter the susceptibility of the mosquitoes [40]. The length of contiguous matching bases and partial sequence identity is a key factor determining the off-target effects of dsRNA-induced RNAi [41]. To avoid off-target impacts, we conducted off-target effect prediction using a software package, siRNA-Finder (si-Fi), prior to designing our dsRNA. Through these efforts we did not observe off-target effects. Our RNAi approach successfully decreased the expression level of *CYP325BC1* and *CYP9M12*, the two targeted P450 genes (Fig. 3) and correspondingly increased the mortality rate after exposure to malathion (Fig. 4). Our findings demonstrated that the reduction of transcript expression of these P450 genes was associated with increased susceptibility to malathion in the susceptible Sebring strain, supporting their role in the tolerance of *Cx. quinquefasciatus* to malathion.

Taken together, our results suggest that metabolic detoxification contributes greatly to malathion insecticide tolerance in *Cx. quinquefasciatus* in Harris County. Genes from detoxification superfamilies, such as P450, GST and general esterases, were indicated to be involved in metabolization of xenobiotics. At the same time, the functional role of each specific gene can be varied and regulated accordingly. Some highlighted candidate genes may play major roles in the detoxification process. Here we presented a complete pipeline to filter candidate detoxification genes based on an RNA-Seq technique and a downstream DGE analysis. The reliability of transcriptome profiling and core gene identification was validated by the data demonstrating that knockdown of *CYP325BC1* and *CYP9M12* using RNAi technology significantly increased mortality of *Cx. quinquefasciatus*.

Although we observed overexpression of several candidate P450 genes and revealed their association with resistance to malathion in *Cx. quinquefasciatus*, the underlying molecular basis for this detoxification process and its regulatory mechanism remains unclear. Additionally, the expression level of detoxification genes, such as P450s and general esterases, can vary with different developmental stages of mosquitoes. A study performed on the highly permethrin resistant strain, HAmCqG8, reported that *CYP9M10* was specifically overexpressed in the fourth instar larval stage compared to the adult stage [42]. Besides, a study on *Anopheles gambiae* indicated that early exposure to sub-lethal dose of permethrin at larval stage can impact the immune response of the adults [43]. Additionally, different long-lasting expression of specific genes in *Aedes aegypti* were reported to be caused by changing larval rearing temperature, which led to different responses to malathion during adult stage [44]. These articles suggested that gene expression pattern in larval stage may differ from that in adult stage; and DGE induced in larval stage may have long-lasting impact even in adult stage. Our study focused on the adult stage of *Cx. quinquefasciatus*; therefore, there is still a need for further investigation on other developmental stages, especially the larval stage, as a countermeasure for development of resistance to larvicides such as malathion, permethrin and temephos [45].

## Conclusion

By identifying differentially expressed genes (DEGs) between untreated *Culex quinquefasciatus* from Harris County and individuals from a laboratory-maintained malathion-susceptible Sebring strain, we determined identified detoxification genes associated with malathion tolerance through constitutive overexpression. Also, by identifying DEGs between phenotypic malathion resistant and susceptible individuals, we determined which detoxification genes contributed to malathion tolerance through overexpression induced by exposure to malathion. Multiple significantly upregulated detoxification genes - *CYP4J20*, *CYP9AL1*, *CYP9M12*, *CYP325BC1* and the peptide methionine sulfoxide reductase (VectorBase ID: CPIJ018565) were hypothesized to play key roles in metabolic detoxification of malathion, and therefore were identified as candidate genes involved in malathion tolerance. To further validate the role of candidate genes identified in malathion tolerance transcriptome profiling of *Cx. quinquefasciatus* in Harris County, we performed double-stranded RNA-mediated RNAi to suppress the expression level *CYP325BC1* and *CYP9M12* in adult females of the Sebring strain. Knockdown of *CYP325BC1* and *CYP9M12* both significantly increased the mortality rate of *Cx. quinquefasciatus* after exposure to malathion.

This research is the first to study detoxification genes associated with malathion tolerance in *Cx. quinquefasciatus* through a combination of transcriptome profiling, DGE analysis and RNAi validation. Here we demonstrated the essential roles of *CYP325BC* and *CYP9M12* genes in malathion tolerance of *Cx. quinquefasciatus.* We successfully used our approach efficiently filtering genes expressed during metabolic detoxification and other important physiological processes in mosquito vectors to direct our study of specific candidate genes likely involved in phenotypic expression of resistance in *Cx. quinquefasciatus*. The knowledge generated here can be utilized for future research into pesticide resistance mechanisms in *Cx. quinquefasciatus*. Our findings provide a direction for exploration on underlying molecular mechanism that regulates metabolic detoxification of malathion associated with *CYP325BC* and *CYP9M12* genes. Homology modeling and docking analysis, an in-silico structure-based prediction technique can be performed to study the structural and functional interactions between malathion and cytochrome P450 monooxygenases coded by these candidate genes [46]. Finally, the approach demonstrated here can serve as a suitable model for similar studies in other mosquito vectors.

## Materials and methods

### Transcriptome profiling and differential gene expression analysis

There were four experimental groups included in the transcriptome profiling study, Wild group (WI), Colony group (CO), Malathion Resistant group (MR) and Malathion Susceptible group (MS). Field-collected *Cx. quinquefasciatus* mosquitoes (WI) from Harris County, Texas were phenotyped for susceptibility to malathion and were determined as resistant (MR) or susceptible to malathion (MS) based on results from the CDC standard bottle assay. The Colony group (CO) was sourced from an insecticide susceptible Sebring colony strain maintained by the Mosquito and Vector Control Division of HCPH insectary that was reared under the same conditions without exposure to insecticide. The Sebring strain was originally collected from Sebring, Florida in 1988 and has been maintained by CDC in Fort Collins since 2004 [23].

The Wild group (WI) *Cx. quinquefasciatus* samples consisted of eggs collected in Houston, Texas, USA. Collected eggs were reared to adults in the insectary at 26 ± 1 ℃. Three days after emergence, female WI adults were knocked down in a refrigerator at -20 ℃ for 30 min, then transferred individually into a 5 mL tube, and stored in 200 µL prechilled Invitrogen™ RNA*later™*-ICE Frozen Tissue Transition Solution (Thermo Fisher Scientific, Carlsbad, California) at 4 ℃ overnight and then at -80 ℃ for long-term storage. The Colony group (CO) was an insecticide susceptible Sebring colony strain reared under the same conditions without exposure to insecticide in the HCPH insectary. Female CO mosquitoes were knocked down three days after emergence and stored in RNA*later™*-ICE solution at 4 ℃ overnight and then at -80 ℃ for long-term storage, as described for the WI colony. Additional field captured *Cx. quinquefasciatus* were subjected to the CDC standard bottle bioassay following instructions in the CONUS procedure where 15–30 three-day-old females were exposed to malathion (400 µg/bottle) in 250-mL bottles. Mosquitoes that were dead at the end of a 120 min exposure period were transferred into RNA*later™*-ICE solution and labeled as Malathion Susceptible (MS) group. Surviving mosquitoes were held for 24 h under standard insectary conditions. After this holding period, mosquitoes still alive were labeled as Malathion Resistant (MR) group. Then these mosquitoes were transferred into RNAlater™-ICE solution and stored at 4 ℃ overnight and then at -80 ℃ for long-term storage before species diagnostic and RNA extraction.

Before RNA extraction, a species diagnostic PCR for each sample was conducted to verify the morphological identification. The PCR reactions were prepared with Thermo Scientific™ Phire Tissue Direct PCR Master Mix (Thermo Fisher Scientific, Carlsbad, California) using a *Culex pipiens* complex-specific primer set, including *CP16* and *PQ10*, described by Crabtree et al. [47]. *CP16* is complementary to 28s rDNA gene and *PQ10* is *Culex pipiens* complex-specific. The reaction using this pair of primers amplifies a 698-bp fragment from specimens in the *Cx. pipiens* complex. One leg of each mosquito individual was tested to determine species identity and remaining body parts of females were held in RNAlater™-ICE solution for RNA extraction. For each leg tested, a 20 µL PCR reaction was generated which included 10 µL 2× PCR master mix mentioned above, 0.5 µM *CP16* primer, 0.5 µM *PQ10* primer, one mosquito leg and nuclease-free water. The amplification program had an initial denaturation cycle for 5 min at 98 ℃, followed with 40 cycles performed for 5 s at 98 ℃; 5 s at 55 ℃; and 20 s at 72 ℃, and a final extension cycle for 1 min at 72 ℃. PCR amplification products were then loaded to the wells of 2% agarose gel covered with 1× TAE buffer. The electrophoresis process lasted for 20 min at 125 Volts. Gel imaging was obtained from the Invitrogen™ iBright 1500 system (Thermo Fisher Scientific, Carlsbad, California). An Invitrogen™ 100 bp DNA Ladder (Thermo Fisher Scientific, Carlsbad, California) was run with each batch of samples to further distinguish *Cx. quinquefasciatus*. Samples that showed a clear 698-bp band were used for RNA extraction in following step. Between 68 and 83 mosquitoes in each pool were screened by this PCR protocol, with no more than two mosquitoes failing to produce the desired *Cx. pipiens*-complex band (success rate of > 97.5%). Within each set of samples producing the band, 50 specimens were used in the RNA extraction process.

To identify genes important in malathion resistance of *Cx. quinquefasciatus* by gene expression profiling through RNA sequencing, mosquitoes from four experimental groups described above were subjected to total RNA extractions. We had four experimental groups in total and five technicalreplicates were included in each experimental group. RNAlater™-ICE solution was removed from the mosquito samples and ten mosquito individuals were pooled and processed as one replicate. Mosquito tissues were transferred into a 2 mL tube and 1 mL QIAzol Lysis Reagent (Qiagen, Germantown, Maryland) was added per 100 mg tissue. Lysis and homogenization were conducted with a TissueRuptor® (Qiagen, Germantown, Maryland). The protocol used was developed for fatty tissues using QIAzol Lysis Reagent. RNA products were purified with the QIAGEN® RNeasy Mini Kit (Qiagen, Germantown, Maryland). A primary quantification for RNA was performed with Invitrogen™ Qubit Fluorometer (Thermo Fisher Scientific, Carlsbad, California) before RNA samples were submitted to the Texas A&M University Genomics Facility (TxGen). Initially, the samples were analyzed on the Agilent 2100 bioanalyzer (Model Agilent Technologies, Santa Clara, California) for quality control. After that, cDNA libraries were prepared for sequencing, running on an Illumina® NovaSeq™ 6000 S2 system (Illumina, San Diego, California) with PerkinElmer NEXTFLEX® Rapid Directional RNA-Seq Kit (PerkinElmer, Waltham, Massachusetts). For each replicate, a NovaSeq 6000 S2 2 × 100 bp v1.5 flow cell was used. Samples were run simultaneously on one flow cell usingusing two lanes.

RNA sequencing data in fastq format was downloaded from the TxGen website [48]. The analysis pipeline was developed based on the Genome Analysis Toolkit (GATK) Best Practices for RNA sequencing data [49]. Adaptors were trimmed with TrimGalore version 0.6.4_dev [50]. After trimming and quality control, reads were mapped to the whole genome sequences of *Cx. quinquefasciatus* using STAR version 2.7.3a [51]. *Culex quinquefasciatus* genome data were downloaded from VectorBase [52] and the reference genome construction version was CpipJ2.4. The reference genome was indexed before a two-pass alignment step. To improve sensitivity and accuracy, the output of a first alignment pass was used for generating annotation for a second alignment pass. Next, Picard tools version 2.20.1 [53] was used to identify and add Read Group (RG) for output from second alignment. Read count data were generated using featureCounts version 1.6.0 [54].

Differential gene expression (DGE) data analysis was completed within R version 4.1.1 [55]. DGE analysis was conducted by edgeR version 3.36.0 [56]. Trimmed Mean of M-values (TMM) value [56] employed in edgeR was applied to normalize raw count data. Low-count data were filtered and a calculation for normalization factors was utilized to improve comparison accuracy. A cluster heatmap was generated by ClustVis to visualize the expression information of differentially expressed genes (DEGs) from three major detoxification superfamilies across four experimental groups [21].

GO enrichment analysis was performed with DGE data obtained in the last step using ShinyGO version 0.76 [22]. ShinyGO is a graphical tool for enrichment analysis based on annotation databases acquired from Ensembl and STRING-db, which can link gene lists with molecular pathways and functional categories. DEGs with a false discovery rate (FDR for DEG) cutoff value of 0.05 detected in previous steps were imported for an insight into their functional classifications. FE values were calculated with a false discovery rate (FDR for FE) from the percentage of DEGs belonging to a pathway, divided by the corresponding percentage of genes in the background. FE was an important metric describing how drastically DEGs within a certain pathway were overrepresented.

## Double-stranded RNA-mediated RNA interference

The laboratory-maintained malathion susceptible Sebring strain *Cx. quinquefasciatus* colony was used for RNAi in this research to validate the association between malathion detoxification and the detected overexpression of candidate resistance genes *CYP9M12* and *CYP325BC1*, identified in transcriptome profiling. Eggs of the Sebring strain were obtained from HCPH. Mosquito larvae were fed with crushed fish food and maintained in the incubator at a temperature of 28 ℃ and 75 ± 5% relative humidity (RH), under a 12:12 h light:dark (L:D) photoperiod. The adult mosquitoes were maintained under standard insectary conditions at 26 ± 1 ℃ and 75 ± 5% RH, under a 12:12 h L:D photoperiod. Adult mosquitoes were fed with 10% sugar water prior to blood-feeding five days after emergence. If no eggs were collected, a second blood feeding was provided three days after the first feeding. Sheep blood was provided and maintained at 37 ℃ via a hot-water cycling temperature control device for four hours during each blood-feeding event. *Cx. quinquefasciatus* from the third generation of this colony were used for qRT-PCR and individuals from the fourth generation were used for RNAi.

According to the results from transcriptome profiling, the expression of two P450 genes, *CYP9M12* and *CYP325BC1*, were identified as being up-regulated in the MR group and the WI group in comparison to the MS group and the CO group, respectively. RNAi techniques were utilized to suppress the expression of these targeted P450 genes to verify their function and association with malathion resistance. The double-stranded RNA of a red fluorescent protein (ds-RFP), *DsRed1*, was also synthesized and injected to control for a potential false-positive result due to the injection effect.

Genomic DNA of *Cx. quinquefasciatus* and cloned plasmid DNA were used for the two sets of amplification PCRs to generate DNA templates for transcription of the sense and antisense RNA. Genomic DNA of *Cx. quinquefasciatus* was used for the dsRNA synthesis of *CYP9M12* gene and *CYP325BC1* gene, while cloned plasmid DNA was used for the dsRNA synthesis of *DsRed1* gene. The amplification primer sequences were designed using the Primer3 program version 0.4.0 [57] with a length between 20 to 24 nt and an optimum melting temperature (T_m_) at 60 ℃. After choosing the appropriate primer sequence, the T7 promoter sequence (TAATACGACTCACTATAGGG) was added to the 5’ end of both primers (Table 3). The amplification PCR was conducted using Invitrogen™ Platinum™ II Taq Hot-Start Kit (Thermo Fisher Scientific, Carlsbad, California). Each 50 µL amplification PCR reaction included 10 µL 5× PCR buffer, 1 µL dNTP mix (10 mM), 1 µL forward and reverse primers (1 µM), 0.4 µL Taq DNA polymerase, 33.6 µL nuclease-free water and 1 µL genomic DNA or plasmid DNA (no more than 500 ng). The amplification PCR program started with a cycle for 2 min at 94 ℃, followed with 35 cycles performed for 45 s at 94 ℃; 45 s at 56 ℃; and 60 s at 72 ℃, and a final cycle for 5 min at 72 ℃. 5 µL of the amplification products were loaded into a 1% agarose gel covered with 1× TAE buffer. Gels were run for 20 min at 125 volts on the Galileo Bioscience horizontal system (Galileo Bioscience, Stoneham, Massachusetts). The electrophoresis gel was visualized and analyzed using an Invitrogen™ iBright™ FL1500 Imager System (Thermo Fisher Scientific, Carlsbad, California). Amplified DNA products were purified with NucleoSpin® Gel and PCR Clean-up Kits (Takara Bio, San Jose, California). The purification process was completed following the manufacturer’s protocol with optimization on the final elution step, in which 20uL of Buffer NE was added to the column and incubated for 3 min at room temperature. After this step, the purified products were verified using electrophoresis analysis with a 2% agarose gel.

**Table 3:** The information of primers, including VectorBase ID, gene name, primer use and sequences. Primers were used for PCR amplification of dsRNA template DNA, in vitro transcription of dsRNA from cDNA and silencing validation by real-time quantitative reverse transcription PCR (qRT-PCR) for RNAi validation of candidate P450 genes involved in malathion resistance of *Culex quinquefasciatus*. Each primer set includes a forward sequence (F) and a reverse sequence (R). An additional probe (P) sequence was used for probe-based qRT-PCR.

VectorBase ID	Gene Name	Primer Use	Primer sequences (5′–3′)
CPIJ014220	cytochrome P450 *CYP9M12*	amplification	F: CCTTTTTCTTCGGAGGTATCG
			R: AAAAGCCGTTCTTCGCACT
		dsRNA from cDNA	F: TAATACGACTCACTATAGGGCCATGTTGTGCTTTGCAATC
			R: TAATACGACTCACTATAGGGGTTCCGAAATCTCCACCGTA
		qRT-PCR	F: GTTACTGTGAGGGGGCAATG
			P: AATCGGCTGAGGGGAGGATC
			R: CATGCCAAACGAGATTGATG
CPIJ015958	cytochrome P450 *CYP325BC1*	amplification	F: GGATATGATCTGCGCAACTG
			R: CGGCAAATATGATTTCATCCA
		dsRNA from cDNA	F: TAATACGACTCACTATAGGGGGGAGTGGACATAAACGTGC
			R: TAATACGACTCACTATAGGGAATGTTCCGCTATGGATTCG
		qRT-PCR	F: AAGTCGGAGGACTGTCTGGA
			P: TCATCCTGGAAAGCGGTTCG
			R: GCTTGGAGACTTGCTCAACC
CPIJ000162	60 S ribosomal protein L8	qRT-PCR	F: ACTTCCGTGACCCGTACAAG
			P: AGCTCCGCAAGCAGCTGTTC
			R: ACCGGTCTTTTCCTCCAGAT
	*DsRed1*	amplification	F: CGATGGTGTAGTCCTCGTTG
			R: GCTCCTCCAAGAACGTCATC
		dsRNA from cDNA	F: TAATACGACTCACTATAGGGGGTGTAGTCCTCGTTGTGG
			R: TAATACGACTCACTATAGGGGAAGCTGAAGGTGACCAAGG
		qRT-PCR	F: TAGTCCTCGTTGTGGGAGGT
			P: ACGGGCTTCTTGGCCATGTA
			R: CCCCGTAATGCAGAAGAAGA

In vitro transcription was performed using an Invitrogen™ MEGAscript™ T7 Transcription Kit (Thermo Fisher Scientific, Carlsbad, California) in a dedicated area treated with Invitrogen™ RNase*Zap*™ to be free of RNase contamination. Each transcription reaction included 2 µL ATP, 2 µL CTP, 2 µL GTP, 2 µL UTP, 2 µL 10× Reaction Buffer, 2 µL T7 Enzyme Mix, and 8 µL purified DNA template. The reaction mixture was incubated overnight (up to 16 h) at 37 ℃ in the thermocycler. After incubation, RNA products were treated with 0.5 µL of DNase enzyme provided in the MEGAscript™ T7 Transcription Kit and incubated at 37 ℃ for 20 min in the thermocycler. Next, DNase-treated RNA products were purified with MEGAclear™ Transcription Clean-Up Kit (Thermo Fisher Scientific, Carlsbad, California) following a modified manufacturer’s protocol. Pelleted RNA was dissolved in 20 µL of RNase-free water. The concentration of purified RNA products was quantified using BioTek™ Epoch™ Microplate Spectrophotometer (BioTek, Winooski, Vermont).

Finally, dsRNA was produced from the sense and antisense RNA strands in the annealing step. The 100 µL annealing mix included 5 µL sense RNA, 5 µL antisense RNA, 10 µL 10× annealing buffer and 80 µL nuclease-free water. The annealing mix was heated at 95℃ for 1 min and then incubated at room temperature overnight. 10 µL 3 M sodium acetate (pH 5.2) and 250 µL ethanol were added into the annealing mix to precipitate RNA and the solution was incubated at − 80 ℃ overnight. The precipitate was collected by centrifugation using Eppendorf® Microcentrifuge 5415 C (Eppendorf, Enfield, Connecticut) at maximum speed (14,000 rpm) for 30 min at 4 ℃. The supernatant was discarded, and the pellet was washed with 1 mL pre-chilled 70% ethanol. RNA was recovered by centrifugation at 14,000 rpm for 5 min at 4 ℃. The pellet was dissolved in RNase-free water to yield a 1 µg/µL stock and then stored at − 80 ℃. The integrity of dsRNAs were checked using electrophoresis analysis with 2% agarose gel. Sense and antisense single-stranded RNA (ssRNA) and template DNA in the transcription reaction were used as control.

Total RNA was extracted from the whole body of mosquito samples. Five mosquito individuals were pooled in each replicate. Each experiment was repeated three times with independent biological samples. Real-time quantitative PCR (qRT-PCR) was used to detect the expression level of the target genes and validate the degree of interference after dsRNA injection. The relative expression level of target genes was quantified 3 days after the injection of *CYP325BC1, CYP9M12* and *DsRed1* dsRNAs. The qRT-PCR was conducted using a QuantiFast® Probe RT-PCR Kit (Qiagen, Germantown, Maryland) on a CFX96™ detection module, combined with a C1000™ Touch Thermal Cycler (Bio-Rad Laboratories, Hercules, California). Each 25 µL qRT-PCR reaction included 12.5 µL 2× PCR Master Mix, 2 µL forward and reverse primers (10 µM) (Table 3), 0.5 µL probe (10 µM), 0.25 µL QuantiFast RTmix, 7 µL nuclease-free water and 1 µL template RNA. The qRT-PCR program began with a reverse transcription step at 50 °C for 10 min, followed with a PCR initial activation at 95 °C for 5 min, and finally 40 two-step cycles performed for 10 s at 95 °C; followed by 30 s at 60 °C.

The bioassay methods used for the adults were as described in the CONUS (Continental United States) manual for evaluating insecticide tolerance in *Cx. quinquefasciatus* mosquitoes using the CDC bottle bioassay kit. CDC provided technical grade malathion, CAS No. 121-75-5, with purity 98.2% (Chem Service, West Chester, Pennsylvania) and bioassay kits, including an aspirator, multiple 250-mL Wheaton® bottles with lids (Wheaton, Millville, New Jersey), and graduated disposable plastic pipettes. A stock solution and serial dilutions of malathion for the bioassays were prepared in acetone. The preliminary test was conducted to calculate LC_50_ of uninjected mosquitoes of the susceptible Sebring strain. Each bioassay in the preliminary test consisted of 10–25 six-day-old adults in the bottle coated with 1 mL malathion of five different concentrations (4 µg/mL, 8 µg/mL, 12 µg/mL, 100 µg/mL, and 400 µg/mL) previous diluted in acetone. The control bottle was treated with 1 mL of acetone. The mortality rate of tested mosquitoes was assessed after exposure to malathion for 120 min. The bioassay was repeated with at least three biological replicates. The LC_50_ was estimated using the dose-response curve on GraphPad Prism version 9.0.0 for Windows [58].

Three-day-old female adults were collected at random from the Sebring strain. Female mosquitoes were immobilized in the freezer at 4 ℃ for up to 10 min before dsRNA injection. Immobilized mosquitoes were placed on a Tissue-Tek® Cold Plate (Electron Microscopy Sciences, Hatfield, Pennsylvania). 300 nL of dsRNA (~ 300 ng) was injected into the thorax of the mosquito adults ventrally using a capillary needle. Capillary needles used for injection were pulled out using the Sutter Instrument® P-1000 Next Generation Micropipette Puller (Sutter Instrument, Novato, California). The program used in the needle puller was as follows: Heat = 458, Pull = 5, Velocity = 60, Delay = 255, Pressure = 500. The adults were collected after injection and reared under the normal insectary condition. Post-injected adults were fed 10% sugar water for three days and then collected for the CDC bottle bioassays to determine malathion resistance. Each experiment was repeated with at least three biological replicates.

The LC_50_ was measured and outcomes calculated according to the process described in the preliminary tests. Mosquito mortality was assessed after exposure to malathion for 120 min according to the criteria in the CONUS manual. The bioassay was repeated with at least three biological replicates. The significance analysis for relative gene expression was performed with the Student’s t test in R [53]. The significance analysis for mortality was performed with the Fisher’s LSD test using GraphPad Prism version 9.0.0 for Windows [58].

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository (GEO accession: GSE206489) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206489 and from the first author () upon request.

## List of abbreviations

P450s: Cytochrome P450s
GSTs: Glutathione S-transferases
DGE: Differential gene expression
RNA-Seq: High-throughput transcriptome sequencing
CDC: Centers for Disease Control and Prevention
MR: Malathion resistant sample
MS: Malathion susceptible sample
WI: Wild field-collected sample
CO: Laboratory-maintained susceptible Sebring strain
DEGs: Differentially expressed genes
dsRNA: Double-stranded RNA
RNAi: RNA interference
HCPH: Harris County Public Health
FE: Fold Enrichment
qRT-PCR: Real-time quantitative PCR
dsP450: Double-stranded RNA of cytochrome P450 gene
dsRFP: Double-stranded RNA of red fluorescent protein gene
GO: Gene Ontology

How the deposited data were processed for this re-analysis (not part of the article)

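RNA of 20 pools of 10 female *Cx. quinquefasciatus* was sequenced, with 5 pools in each of the WI, CO, MR and MS groups. The paper gives a flow cell for each replicate and also 1 flow cell for all samples, so whether the replicate number marks a sequencing run is unclear. The authors trimmed the reads with TrimGalore, aligned them with STAR to the VectorBase genome and counted fragments on genes with featureCounts. The counts as deposited by the authors are whole numbers per gene and library without normalization, and each library's counts were checked to be whole and not scaled to a common total. The libraries were made with a directional kit, and the counting options for strand and for reads that map to several genes are not given in the sources used here. The paper names edgeR, TMM, a filter on low counts and an FDR of 0.05, but its text names neither the test nor the threshold of the filter.

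Library totals on genes ranged from 143972261 to 189723320 counts, so that a count of 0 in a group allows a floor of 3 counts over that group, which covers counting error only. Counting error was far smaller than the difference between pools of a group: for each pair of libraries of a group the chi-square per gene was at least 165. The precision of a comparison is therefore set by the 5 pools per group and not by the depth.

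Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. All 20 libraries were fitted together with 1 mean per group. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 17499 of 19793 genes, and were scaled by TMM. Each comparison (WI versus CO, MR versus MS, MR versus WI, MS versus WI, MR versus CO and MS versus CO) was a contrast in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over all tested genes, and genes with an FDR under 0.05 were called. The standard error of a log2 fold change was its size divided by the square root of F. Means and SDs of single genes are of TMM-normalized CPM, and values on the log2 scale used a prior count of 2. Single genes were also compared by an exact two-sided permutation test of log2 CPM, for which 0.00794 is the smallest p that 5 libraries against 5 allow.

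The tests, the comparisons, the alternatives and the rule for naming genes were set before the data were examined, with the values of the paper's tables already seen. The rule names the genes of Table 2 and the reference gene of the qRT-PCR (CPIJ000162). It adds the 2 largest rises and the 2 largest falls per comparison among the 94 distinct genes of Supplementary files 1 and 2, and the largest rise and fall per comparison among all genes. Any other gene named was chosen after its values were seen. Gene names are those of the paper's tables, because the gene table in the reference shares no identifier with the counts. For the same reason, biases of GC content and gene length were not tested here.

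The alternatives were edgeR's exact test, its likelihood ratio test, DESeq2 with its own size factors, RLE factors in place of TMM, library size alone, no filter, a stricter filter (CPM of at least 1 in at least 5 libraries, 13357 genes), a fit of only the 2 groups compared, the replicate number as a block, leaving out each library in turn, and for the grouping the 94 listed genes and a prior count of 0.5. A fit without the 2 most counted genes (CPIJ040092 and CPIJ016836) was added after seeing the data. For WI and CO, libraries of the same number deviated together from their group means (Pearson's r across genes 0.308, 0.465, 0.233, 0.222 and 0.168 for replicates 1 to 5, against -0.354 to 0.262 for pairs of different numbers), so the numbers were read as pairing these libraries.

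The test was tried on simulated data in which 200 genes were changed between the libraries of a comparison. It called 109 of them (54.5%) between WI and CO and 106 (53%) between MR and MS, with 3 unchanged genes called in each. At a simulated log2 change of 1 it called 17.2% and 14.7%, at 2 it called 67.2% and 63.1%, and at 3 it called 76.8% and 82.1%, so many changes of 2-fold would be missed. Groups without a change against WI were simulated 20 times as a measure of what a shared WI group produces by itself. This simulation was redone once with a corrected design after its first output had been seen, and only the second is reported.

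The enrichment of pathways was not repeated, because the copies used here print part of the gene identifiers of each pathway. The full list of detoxification genes behind Fig. 1, the qRT-PCR, the RNAi and the bioassays were not analysed here.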

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

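Of the tests in this part, those on mislabelled libraries and mixed pools, same-numbered libraries, depth, loss of RNA, a rise in the survivors, survivors as the high-expressing part, the share of the 2 most counted genes and the scaling, and the fit without the 2 most counted genes, were chosen only after the result was seen.

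Within groups of 5 libraries, 103 sets of values were examined for a library far from the others, by the gap to its nearest neighbour divided by the range of the group. The limit of 0.71 was passed by 10 sets (9.71%), where chance gives about 1 in 20. In the MS group, replicate 1 had a TMM factor of 1.08 against 0.563 to 0.704 in the other MS libraries (ratio 0.726), and it was the lowest of its group for *CYP9AL1* (CPIJ012470; ratio 0.745) and for the GST CPIJ018630 (ratio 0.836). MS replicate 2 was the highest of its group for CPIJ018565 (ratio 0.752) and the lowest for *CYP4H30* (CPIJ007188; ratio 0.742). In the CO group, replicate 2 was the lowest for the carboxylesterase CPIJ002786 (ratio 0.797), replicate 1 the lowest for *CYP4J20* (CPIJ010480; ratio 0.761), replicate 5 the one library with counts of *CYP6Z16* (CPIJ020018; ratio 1) and replicate 3 the one with counts of CPIJ013027 (ratio 1). In the WI group, replicate 5 was the highest for *CYP12F9* (CPIJ010231; ratio 0.780). No biological explanation of single libraries was tested, since the design gives none.

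A mislabelled library could set MS replicate 1 apart from its group. On the 1135 genes called between MR and MS without it, it lay nearer the other MS libraries than MR at 71.9%, against 93.0% to 94.9% for the other MS libraries, and MR replicate 1 lay nearer the other MR libraries at 65.5%. At the 202 of these genes where MR and the other MS libraries lay at least 2-fold apart, it reached the range of MR at 6.93%, whereas each MR library reached the range of the other MR libraries at 35.6% to 90.9% of its own such genes. An MR library under this label is therefore excluded. The reading of its label was changed several times after values had been seen, last from open to excluded. A mixed pool could also set it apart, and its levels would need a median share of MR of 18.3% at genes higher in MR and of 38.1% at genes lower in MR. A mixed pool and a pool of females in another state cannot be told apart, because both place it between the groups. Its correlation was highest with the other MS libraries (0.969, against 0.959 with MR).

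CO replicate 2 correlated better with the WI mean (0.924) than with the other CO libraries (0.900), and on 2987 genes called without it, 37.6% were nearer CO. The same share was 50.0% for CO replicate 4 and 85.3% to 90.3% for the other CO libraries, and WI replicate 1 was nearer WI at 60.7%. Without it 1441 genes were lower in WI than in CO, against 726 with all libraries. Of 12 genes nearly without counts in the other CO libraries and present in every WI library, 9 (75%) were nearly without counts in CO replicate 2 too. Its level was at most 5.30% of that in WI at any of the 12, with a median of 0.338%. A WI library under this label is therefore excluded, and so is a mixed pool with field females, of which 1 in 10 would give about 10%. The reading of both was changed from open to excluded after the values had been seen. A difference shared by same-numbered libraries may also contribute, as WI replicate 2 and CO replicate 2 deviated together from their group means (r = 0.465 across genes). A shared batch and a shared state of the females would both give this, so they cannot be told apart either.

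*CYP6Z16* had 0 counts in 4 CO libraries and 23 in replicate 5. A difference in depth is excluded, since at the level of WI the CO libraries would have had 6334 to 13089 counts. A strain variant against the reference could leave the gene without counts: 30 tested genes were at a mean CPM of at most 0.1 in CO and at least 1 in each other group, against 0 in WI, 0 in MR and 3 in MS (CPIJ004497, CPIJ015762 and CPIJ016563, named after their values were seen). A missing or diverged gene and a gene that is present and not transcribed cannot be told apart from counts. Both are differences between the colony and the field population that the design names.

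The rule set in advance named the largest rise and fall among all genes in each comparison. CPIJ014195 was at least 8419-fold higher in WI than in CO (2708-fold without WI replicate 3), and CPIJ020141 at least 121-fold lower. CPIJ006991 was at least 55.8-fold higher in MR than in MS, and CPIJ013027 at least 73.9-fold lower. Whether they lie outside the gene families the paper discusses was not tested. All 5 libraries of one group had 0 counts in each case. The FDR of CPIJ013027 was 0.0518 without MR replicate 3, 0.0511 without MR replicate 4 and 0.0523 without MS replicate 2. None of these genes has a name in the sources used here, and neither a technical nor a biological explanation was tested for them singly. Reads shared between close copies were not tested either, because the counting options are not given.

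The paper's text gives no number of DEGs for the comparisons with WI, in which 1565 genes changed in MR and 4080 in MS. Chance is excluded for both counts: of 100 splits of the 10 libraries, 1 gave as many genes as MR versus WI and 1 as many as MS versus WI, in both cases the real split. The largest other counts were 70 and 3. Depth did not differ in step with these counts, with median totals of 171187131 in WI, 161992665 in MR and 168158417 in MS. Library size alone gave 892 higher and 3752 lower genes in MS, so how many genes rose or fell depends on the scaling. WI was not a matched control, so handling and malathion cannot be told apart as sources of either count.

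Of the 483 genes higher in MR than in MS, 77.4% were called lower in MS than in WI and 11.0% higher in MR than in WI. The 483 were chosen with the same MS libraries, so genes were also called without 2 libraries of each group, in 10 ways. At these genes the held-out MS libraries lay below WI at 92.4% to 98.4% (median 95.7%), where all genes gave 49.2% to 54.2%. A rise in the survivors above the level of unexposed females is therefore excluded as the whole source for most of these genes. With library size alone the held-out shares were 92.3% to 97.3%, against 61.4% to 79.6% at all genes. The 11.0% was 10.8% with RLE factors, 5.15% with library size alone and 12.0% without the 2 most counted genes. Survivors being the high-expressing part of the field population would place MR above WI for most genes. The WI mean lay between MS and MR for 40.6% of the 483, and 73 of them were called lower in MR than in WI. The held-out MR libraries lay above WI at 29.9% to 48.4% of their genes, below the share at all genes in each of the 10 choices. Averaged over the choices, their level was below WI by a mean log2 difference of -0.33 (permutation test, p = 0.0159), and by -0.28 with library size alone (permutation test, p = 0.0238). Each WI library was set against a WI mean that includes it, so the WI values spread too little and these p-values are not exact. The values argue against survivors being the high-expressing part as the whole source for most of these genes. This explanation was not tested in combination with a fall in MR after the exposure. Its reading was changed between excluded and open several times after values had been seen. Loss of RNA in females dead or knocked down at the end of the exposure may lower genes in MS. MR alone was held for 24 h, so a change during the hold by itself would move MR and leave MS near WI. In the held-out libraries the median log2 difference from WI was -2.35 in MS (-2.92 to -1.54) and -0.47 in MR (-0.66 to -0.054). This argues against the hold by itself as the whole source for most of these genes. The reading was made after the values had been seen. Loss of RNA and collection straight after the exposure cannot be told apart for MS, because no survivors were sampled at that time. Dose and length of exposure were the same in MS and MR.

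The 5 genes that the paper names as higher in the MR and WI groups were lower in MS than in WI. The scaling of the libraries is excluded as the source of this fall for most of them: relative to the 60S ribosomal protein L8 gene (CPIJ000162), 4 of the 5 were lower in MS than in WI with an exact p under 0.05, and *CYP9AL1* (CPIJ012470) was not (log2 difference -0.45, exact permutation p = 0.0635). That none of the 5 was called above WI in MR could come from the scaling. Relative to the same gene, 2 of the 5 were higher in MR than in WI, *CYP4J20* (CPIJ010480) by 0.51 (exact permutation p = 0.0159) and *CYP9AL1* by 0.67 (exact permutation p = 0.00794, the smallest possible). Adjusted over the genes of Table 2 these p-values were 0.0635 and 0.0476. The reference gene itself was lower in MR than in WI by a log2 fold change of -0.74, so the scaling and the absence of a rise cannot be told apart for these 2 genes. The other 3 showed no rise on that scale either (*CYP9M12*, CPIJ014220, -0.050; *CYP325BC1*, CPIJ015958, -0.33; CPIJ018565, -0.034) and were below WI with TMM, RLE factors and library size alone. The reading of this test was changed from excluded to open after its value had been seen.

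The pair of most counted genes took 25.2% of the counts in MS and 16.2% in WI. In MR it took 19.4%, so these genes shift all others between MR and MS by a log2 of 0.11 when scaled by library size. The smallest log2 fold change of a called gene was 0.51 in size, so these 2 genes are excluded as the source of the calls between MR and MS. Without them 1285 genes were called, among them 1175 of the 1215, though TMM already limits the weight of such genes. The split moved from 483 higher and 732 lower to 443 and 842.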

How the results depend on the processing

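Of the alternatives in this part, only the fit without the 2 most counted genes was chosen after the result was seen. Where a count moved by more than 1.5 times, the cause was not tested, except that a fit of fewer libraries has fewer to estimate the spread from.

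Between WI and CO, the number of genes higher in WI (1102) was 696 with library size alone, 434 with only the 2 groups compared and 1979 with the replicate block, and 758 to 1671 when libraries were left out in turn. The number lower (726) was 1387 with DESeq2, 178 with only the 2 groups compared and 1185 with the block, and 418 to 1441 when libraries were left out. Between MR and MS, the number higher in MR (483) was 785 with DESeq2, 1843 with library size alone, 1462 with only the 2 groups compared and 1034 with the block, and 284 to 462 when libraries were left out. The number lower (732) was 117, 1681 and 1414 with library size alone, only the 2 groups compared and the block, and 429 to 709 when libraries were left out. The other alternatives left these counts within 1.5 times.

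Against WI, the number of genes higher in MR (867) was 1421 with the block. The number lower in MR (698) was 418 with library size alone and 1232 with the block, and 439 to 634 when libraries were left out. With library size alone the numbers higher and lower in MS (2153 and 1927) were 892 and 3752. The share of the genes higher in MR than in MS that were called higher in MR than in WI was 11.0%, and 11.0% with the block. Unlike WI and CO, libraries of the same number were not read as paired in the other comparisons. Their deviations correlated at -0.0246 to 0.127 between MR and MS, 0.0928 to 0.179 between MR and WI and 0.0228 to 0.274 between MS and WI.

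Of Supplementary file 1, 42 genes were called with library size alone and 32 with only the 2 groups compared, against 65. Of Supplementary file 2, 18 to 30 were called when libraries were left out, against 34. The number of Table 2 genes called in both comparisons (4) was 7 with the block and 2 to 6 when libraries were left out. Listed genes called in both in the same direction (8) numbered 5 with only the 2 groups compared and 4 to 9 when libraries were left out. Those in opposite directions (6) numbered 10 with the exact test, 10 with the likelihood ratio test, 10 with DESeq2 and 13 with the block, and 3 to 12 when libraries were left out. Over all genes called in both, those with the same direction (114) numbered 222 with DESeq2 and 267 with the block, and 73 to 177 when libraries were left out. Those with opposite directions (142) numbered 225 with the exact test, 232 with the likelihood ratio test, 285 with DESeq2 and 495 with the block, and 81 to 370 when libraries were left out. The 2 listed genes lower in both exposed groups were 1 to 3 when libraries were left out.

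Among single genes, directions reversed only where neither value was called. *CYP9AL1* (CPIJ012470) in MR against WI was 0.037 with library size alone and -0.19 to 0.10 when libraries were left out. *CYP9M12* (CPIJ014220) in WI against CO was -0.038 with library size alone. The reference gene CPIJ000162 in WI against CO was 0.014 with the block and -0.19 to 0.30 when libraries were left out. In MR against MS it was -0.017 to 0.14 when libraries were left out. With library size alone it was 0.72 there and was called (FDR 0.0193, edgeR). The FDR of CPIJ006160 in WI against CO was 0.0327 to 0.105 over the alternatives that left out no single library. It was 0.0278 to 0.157 when WI or CO libraries were left out in turn. Of the named genes in WI against CO, the block added the call of CPIJ006160 (FDR 0.0384) and changed no other call. Between MR and MS it added 4 calls of 17. Leaving out a library removed a call of a named gene 13 times in WI against CO, 18 times in MR against MS, 8 times in MR against WI and 9 times in MS against WI. Apart from that, no alternative other than library size alone, only the 2 groups compared and, for CPIJ000162 in MS against WI, RLE factors, no filter and the fit without the 2 genes removed a call of a named gene.

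The correlation of group means was 0.889 for MR and MS, 0.751 for WI and CO and 0.903 for MR and WI over the 94 listed genes, so the group nearest MR was WI over these genes and MS over all genes. The numbers of pathway genes in each direction did not change with RLE factors or library size alone in the comparisons for which the paper lists them. The stricter filter left out CPIJ007188, CPIJ020141, CPIJ011838, CPIJ006991 and CPIJ013027, and gives no value for them.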

Differences from the paper's values

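Of the tests in this part, the simulation of unchanged groups was redone with another design after its first result was seen. The paper gives all 12 genes of Table 2 an FDR under 0.05 in both comparisons, and 4 of these 12 passed in both here. Over all 94 listed genes 14 passed in both, 10 of them outside Table 2. For the genes of Table 2, none of the alternatives set before the data were examined came within 1.5 times of 12. They gave 6 with the exact test, 6 with the likelihood ratio test, 6 with DESeq2, 4 with RLE factors, 5 with library size alone, 4 without a filter, 5 with the stricter filter, 3 with only the 2 groups compared, 7 with the replicate block and 2 to 6 when libraries were left out in turn. The log2 fold changes of the 12 genes differed from the paper's by at most 0.0162, so the difference lies in which genes pass the threshold and not in their sizes. The paper's own lists of DEGs do not hold all 12 genes in both comparisons either. Of the 12, 6 are in both supplementary files, 5 in Supplementary file 2 alone and 1 in Supplementary file 1 alone. The exact test, the likelihood ratio test and DESeq2 reached that number of 6, and the quasi-likelihood test used here gave 4.

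Some settings called Table 2 genes that were not called here. Between WI and CO, CPIJ006160 was called by the exact test, the likelihood ratio test, DESeq2 and the replicate block, and without MR replicate 4 (FDR 0.0483), CO replicate 2 (0.0458) or CO replicate 4 (0.0278). Between MR and MS, CPIJ002786 was called by the exact test, the likelihood ratio test, DESeq2, library size alone, only the 2 groups compared and the block, and without CO replicate 2 (FDR 0.00691). CPIJ014219 was called between MR and MS by the exact test, the likelihood ratio test, DESeq2, library size alone, the stricter filter and the block, and without MR replicate 2 (FDR 0.0436) or CO replicate 4 (0.0391). CPIJ018630 was called between MR and MS by only the 2 groups compared and the block. *CYP325BC1* (CPIJ015958) was called between MR and MS by the exact test, the likelihood ratio test, DESeq2, library size alone, only the 2 groups compared and the block, and without MR replicate 2 (FDR 0.0435), CO replicate 1 (0.0378), CO replicate 2 (0.0459) or CO replicate 4 (0.0330).

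The paper states that *CYP9M12* and *CYP325BC1* were up-regulated in the WI group with an FDR under its threshold. Here their log2 fold changes between WI and CO were 0.32 (FDR 0.375, edgeR) and 0.86 (FDR 0.212, edgeR), and no alternative and no fit that left out a library called either gene in that comparison (0 of the settings for each). Both had a higher mean in MR than in MS, where *CYP9M12* was called (FDR 3.27e-05, edgeR) and *CYP325BC1* was not (FDR 0.0604, edgeR). The other 3 of the 5 genes the paper names were called in both comparisons.

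The paper describes a large share of detoxification genes in its heatmap as overexpressed in both exposed groups and not in the unexposed groups. Among the 94 listed genes 17 had both exposed means above both unexposed means, where groups without a change gave a mean of 27.35 (22 to 34), and 4 were called higher in all 4 comparisons, where the simulated groups gave 0 in each of 20 simulations. The simulation left out how the 94 genes were chosen, so 17 against 27.35 does not show that such genes are rarer than without a change. The full list of genes in the heatmap was not used here.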

Other observations

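Of the tests in this part, the splits of WI versus CO and of MR versus MS were planned, and the test of a shared programme was chosen only after the result was seen.

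Chance is excluded for the number of genes called between MR and MS, and these splits cannot exclude it for WI and CO. Of 100 splits of the 10 libraries, 2 gave as many genes as WI versus CO, the real one included, and 1 as many as MR versus MS, the real one alone. The other split of WI and CO gave 2213 genes, and 5 further ones gave 815 to 1223. The split with 2213 set WI replicates 1 and 2 and CO replicates 1, 2 and 3 against the rest and parted 1 pair of same-numbered libraries, so the libraries also differ along something other than the group. Among the 16 splits that part all 5 pairs, 1, the real one, gave as many genes, and the largest other count was 4. With the replicate block 1979 genes were higher and 1185 lower in WI. On the second principal component over all genes, which held 14.1% of the variance, WI replicate 1 (-66.6), WI replicate 2 (-125.6) and CO replicate 2 (-149.0) lay apart from the other libraries at one end and CO replicate 4 (86.0) at the other.

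Between the comparisons, 256 genes were called in both, where 126.9 are expected if the calls were independent, and 44.5% of them had the same direction. One shared programme could move the same genes the same way in both comparisons, which would give well over 50% with the same direction. The share was 35.0% with the replicate block, 32.4% without CO replicate 2 and 51.7% without MS replicate 2, the lowest and the highest of all fits. Such a programme is therefore excluded as the source of most of the shared calls, and one that moves a smaller part of these genes was not tested. The reading of this test was changed from open to excluded after its value had been seen.

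Of the genes called in both MR and MS against WI, 1250 changed in the same direction and 10 in opposite directions. All genes had the same sign in 74.8%, where unchanged groups set against the same WI libraries gave 67.0% (66.3% to 67.7%) and no called genes. Handling that MR and MS shared and WI did not was not separated from malathion here.

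Of the genes that Supplementary files 1 and 2 list as GSTs, 9 of 19 and 9 of 13 have a name without the word glutathione. The files share 18 genes, 9 with the same sign and 9 with opposite signs. Of the 12 genes of Table 2, 6 are in both files, 5 in Supplementary file 2 alone, among them *CYP9M12* and *CYP325BC1*, and 1 in Supplementary file 1 alone, and 12 genes are in both files but not in Table 2. From the FDR and p of the least significant gene in each file and the paper's number of DEGs, the paper's tests covered at most about 14151 and 14190 genes, against 17499 here.

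Between MR and MS, 9 of the 36 printed organophosphate metabolic process genes were higher in MR (median log2 fold change -0.56), against 20 with library size alone (median 0.079), so their direction in this comparison depends on the scaling.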
